# Mice lacking DYRK2 exhibit congenital malformations with lung hypoplasia and altered Foxf1 expression gradient

**DOI:** 10.1038/s42003-021-02734-6

**Published:** 2021-10-20

**Authors:** Satomi Yogosawa, Makiko Ohkido, Takuro Horii, Yasumasa Okazaki, Jun Nakayama, Saishu Yoshida, Shinya Toyokuni, Izuho Hatada, Mitsuru Morimoto, Kiyotsugu Yoshida

**Keywords:** Body patterning, Kinases

## Abstract

Congenital malformations cause life-threatening diseases in pediatrics, yet the molecular mechanism of organogenesis is poorly understood. Here we show that *Dyrk2*-deficient mice display congenital malformations in multiple organs. Transcriptome analysis reveals molecular pathology of *Dyrk2*-deficient mice, particularly with respect to Foxf1 reduction. Mutant pups exhibit sudden death soon after birth due to respiratory failure. Detailed analyses of primordial lungs at the early developmental stage demonstrate that *Dyrk2* deficiency leads to altered airway branching and insufficient alveolar development. Furthermore, the Foxf1 expression gradient in mutant lung mesenchyme is disrupted, reducing Foxf1 target genes, which are necessary for proper airway and alveolar development. In ex vivo lung culture system, we rescue the expression of *Foxf1* and its target genes in *Dyrk2*-deficient lung by restoring Shh signaling activity. Taken together, we demonstrate that Dyrk2 is essential for embryogenesis and its disruption results in congenital malformation.

## Abstract (web summary)

Yogosawa et al find that mice lacking the Dyrk2 kinase display congenital malformations in multiple organs and die from respiratory failure associated with disrupted lung mesenchyme and reduced expression of Foxf1. Using an ex vivo lung culture system, they rescue the expression of Foxf1 and its target by restoring Shh signalling, altogether providing insights into Dyrk2 function.

## Introduction

Congenital malformations are a major issue in pediatric healthcare and the leading cause of infant mortality in the United States^1^. A recent study showed that an estimated 0.5 million children aged 0–59 months die from congenital anomalies^2^. The analysis of molecular pathology of congenital malformations provides a better understanding of the etiology of pediatric diseases, which also identify essential genes in normal development. Embryogenesis is a well-orchestrated process that is tightly regulated by genes related to transcription factors, morphogen gradients, and their regulators. Since congenital malformations occur during embryogenesis, these genes play important roles in multiple congenital anomalies. In addition to improving our understanding of the particular genes in development, the genetic knockout of these genes in mice often reproduces congenital malformations, providing extremely insightful information for the study of refractory pediatric diseases^3–8^.

Lung development is well-orchestrated by the temporal and spatial expression of transcription factors, hormones and growth factors^6–8^. Lung morphogenesis depends on mesenchymal–epithelial interaction which is mediated by SHH, WNTs, FGFs, TGF-β and BMP4^7,9,10^. The mouse lung appears from the ventral foregut endoderm by segregating from esophagus in an embryonic day (E) 9.5 embryo. Trachea arises from the more proximal foregut tube, whereas the rest of the lung develops from two ventral buds that format the distal end of the trachea and undergoes branching morphogenesis to produce the pulmonary tree^11,12^. Many genes essential for early lung development are also required for other part of embryogenesis, and deletion of these genes sometimes leads to death in utero or neonatal lethality^13–15^. Among the transcription factors known to be crucial for lung development, the Fox family is of particular importance as a regulator. Genetic studies of mice have previously demonstrated that Foxf1 transcription in the lung mesenchyme is activated by epithelial Shh via epithelial-to-mesenchymal interaction and is required for airway branching morphogenesis^15,16^. However, the mechanisms underlying lung development have not been elucidated.

Dual-specificity tyrosine-phosphorylation-regulated kinase 2 (DYRK2) is a serine/threonine kinase that directly phosphorylates p53 at Ser46 to regulate apoptotic cell death in response to DNA damage^17–20^. The knockdown of DYRK2 increases cell proliferation in cancer cells and tumor progression^21–24^. Importantly, accumulating studies have demonstrated that DYRK2 is downregulated in various cancer tissues, and that low DYRK2 expression is closely associated with a poor prognosis^21,22,25–27^. These findings collectively indicate that DYRK2 is implicated in anti-tumor effects^20^. We recently reported that loss of *Dyrk2* in mice leads to the suppression of Shh signaling to cause skeletal abnormalities^28^. However, limited information is available regarding the function of Dyrk2 during embryogenesis.

In the present study, we report the generation of *Dyrk2*-deficient mice using the CRISPR/Cas9 nickase system. We find that *Dyrk2*-deficient mice exhibit congenital malformations of multiple organs and death soon after birth due to respiratory failure. Dyrk2 is required for a gradient pattern of Foxf1 expression in the fetal lung, which is needed to coordinate airway branching morphogenesis. Collectively, we show that kinase activity of epithelial Dyrk2 is involved in proper lung mesenchymal development by regulating Shh signaling.

## Results

### Generation of *Dyrk2*-deficient mice

We have previously shown that DYRK2 exerts anti-tumor effects in various cancer cells^21,22,24,25,29^. However, little is known about the function of *Dyrk2* gene ablation during embryogenesis. To address this issue, we generated *Dyrk2*-deficient mice using the CRISPR/Cas9 nickase system (Supplementary Fig. 1a). Three heterozygous mice with deleted mutations (32, 19, or 34 bp deletion) in *Dyrk2* gene were obtained (Supplementary Figs. 1b and 2b and Supplementary Table 2). We further intercrossed F1 heterozygous mice with three different deletion patterns to generate wild type (WT), *Dyrk2*^*+/−*^, or *Dyrk2*^*−/−*^ (Supplementary Fig. 1c)^30^. We then validated the loss of Dyrk2 protein expression in the corresponding tissues of E18.5 *Dyrk2*^*−/−*^ embryos, while the expression levels of other Dyrk family members (Dyrk1A, 1B, and 3) remained unchanged, confirming the exclusive and precise editing of the *Dyrk2* gene (Supplementary Figs. 1d, e and 2c)^30^. As shown in Supplementary Table 3, although there were no *Dyrk2*^*−/−*^ homozygotes in the post-weaning pups, *Dyrk2*^*−/−*^ embryos survived until E18.5, according to the Mendelian ratio. However, *Dyrk2*^*−/−*^ neonates (P0) died soon after birth. These findings indicate that Dyrk2 is required for survival after birth and that it likely plays a role in embryonic organ development.

### *Dyrk2*-null embryos exhibit congenital malformations

We initially confirmed that none of the three types of *Dyrk2*^*+/−*^ mice showed significant defects in the size or shape of the organs (Supplementary Fig. 3). To determine the biological function of Dyrk2 during embryogenesis, we examined the gross morphology of *Dyrk2*^*−/−*^ embryos for each deletion type. At E18.5, all *Dyrk2*^*−/−*^ embryos displayed multiple defects, including the omphalocele phenotype, craniofacial development, short limb, and anal atresia, as well as an open eyelid phenotype at times (Fig. 1a–c and Supplementary Fig. 4a–c). In addition, abnormalities of tongue, cleft palate, and hair follicles were also observed in the mutants (Fig. 1d–f and Supplementary Fig. 4d–f). Further, limb dysmorphology was observed, including ectrodactyly, syndactyly, and polydactyly, as well as shortened radial bones (Fig. 1g, h and Supplementary Fig. 4g, h). These results suggest that *Dyrk2*^*−/−*^ embryos exhibit congenital malformations in multiple organs. We hypothesized that *Dyrk2* is a key gene involved in the development of the several vital organs.

**Fig. 1:**
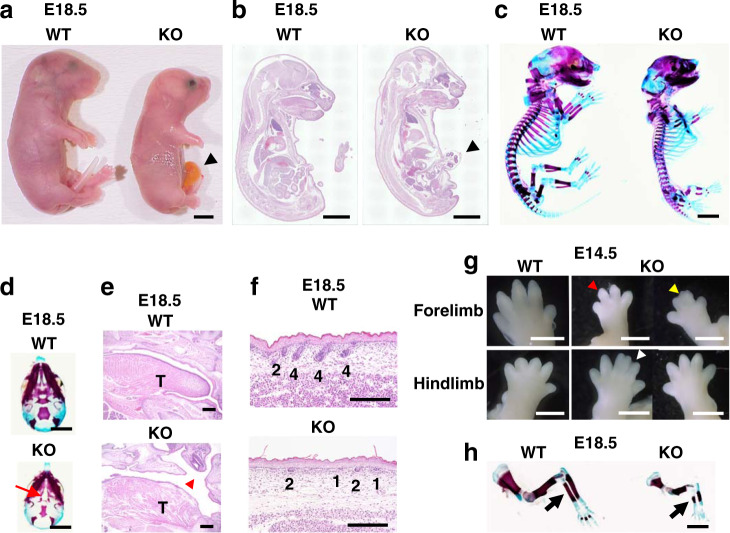
Loss of Dyrk2 leads to multiple developmental abnormalities. *Dyrk2*^*−/−*^ mice exhibit multiple defects in craniofacial, hair follicle, and radial/limb development. **a** Lateral views of E18.5 embryos. Arrowhead; omphalocele. **b** Lateral views of H&E sections in E18.5 embryos. Arrowhead; omphalocele. **c** Lateral views of skeleton preps in E18.5 embryos. **d** Palatal shelves in E18.5 embryos. Red arrow; cleft palates. **e** H&E staining of palate in E18.5 embryos. Red arrowhead; cleft palates. T, tongue. **f** H&E staining of skin in E18.5 embryos. Numbers denote the stages of hair follicle morphogenesis. **g** Limb dysmorphology of E14.5 embryos. The red arrowhead; ectrodactyly. The yellow arrowhead; syndactyly. The white arrowhead; syndactyly and polydactyly. **h** Radial anomalies of E18.5 embryos. Black arrows; radial bones. Scale bar: 3 mm in **a**–**d**, **h**, 400 μm in **e**, 200 μm in **f**, 1 mm in **g**.

To test this hypothesis, we validated the phenotypes of developmental abnormalities in *Dyrk2*^*−/−*^ embryos. The *Dyrk2*^*−/−*^ embryos displayed overall growth retardation. Skeletal staining revealed vertebral defects, including butterfly vertebrae, and many bone abnormalities in the ribs and radial bone in E18.5 *Dyrk2*^*−/−*^ embryos (Figs. 1c, d, h and 2a and Supplementary Figs. 4c, d, h and 5a). The short arch ribs and vertebral body were also found to be poorly mineralized. Moreover, *Dyrk2*^*−/−*^ embryos were found to have a severely truncated gastrointestinal tract, with shortened small and large intestines (Fig. 2b–d and Supplementary Fig. 5b–d). The mutant embryos exhibited an imperforate anus with recto-urethral fistula, anal atresia, and persistent cloaca (Fig. 2b and Supplementary Fig. 5b). These phenotypes are typical for anorectal malformations. *Dyrk2* deficiency affected intestinal villus morphogenesis and proliferation patterns with omphalocele phenotypes (Fig. 2c, d and Supplementary Fig. 5c, d). The *Dyrk2*^*−/−*^ embryos also displayed cardiovascular defects, although no heart defect was observed (Fig. 2e and Supplementary Fig. 5e). Defects in the left and right subclavian artery were observed in *Dyrk2*^*−/−*^ embryos. Both the trachea and esophagus were hypoplastic in the *Dyrk2*^*−/−*^ embryos, and the cartilaginous rings of the *Dyrk2*^*−/−*^ embryo tracheas were smaller, as well as split in some cases (Fig. 2f, g and Supplementary Fig. 5f, g), suggesting a tracheal stenotic phenotype. The esophagus of the *Dyrk2*^*−/−*^ embryos contained very small lumens lacking the typical folded structure. The *Dyrk2*^*−/−*^ embryos also displayed aberrant patterning of renal medullary collecting ducts, and lobe folds, but no horseshoe kidney, which has been reported to be associated with genetic abnormality in *Shh* (Fig. 2h, i and Supplementary Fig. 5h, i). We assessed the detailed phenotypes of the respiratory organs since lung hypoplasia leads to neonatal lethality of refractory congenital disease. As expected, the deletion of *Dyrk2* caused severe lung hypoplasia and fatality from respiratory failure at P0 (see below). The *Dyrk2*^*−/−*^ embryos exhibited lung immaturity, hypoplasia, fusion of the right lung lobes, and a large cyst on the lower left lung (Fig. 2j, k and Supplementary Fig. 5j, k). These findings collectively suggest that Dyrk2 is essential for normal lung development. The summary of abnormal phenotypes in 3 different *Dyrk2*^*−/−*^ mice lines was shown in Supplementary Data 1. There was no significant difference among three different *Dyrk2*^*−/−*^ mice lines (Table 1 and Fig. 2l, and Supplementary Data 1). Thus *Dyrk2*^*−/−*^ mice exhibit developmental abnormalities and congenital malformations of multiple organs.

**Fig. 2:**
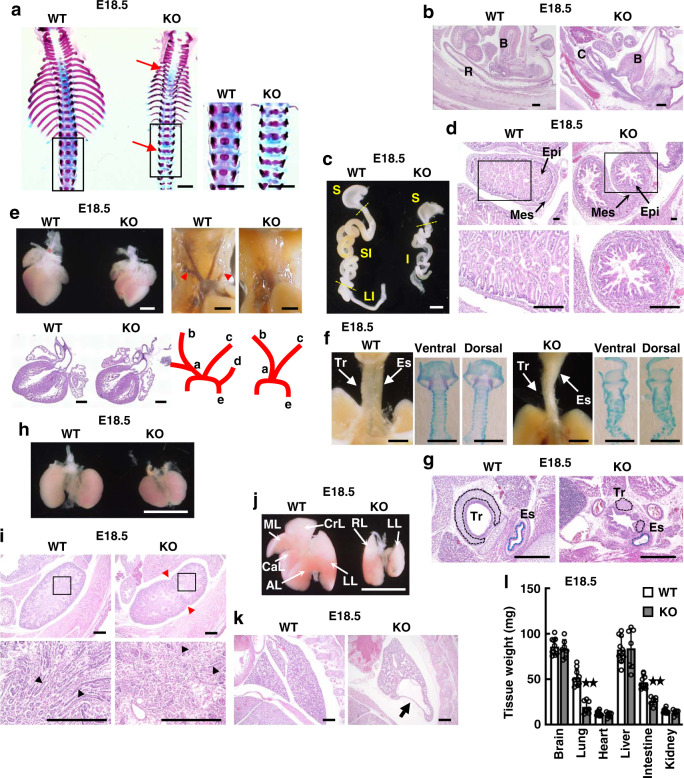
*Dyrk2*^−/−^ embryos exhibit congenital malformations in multiple organs. *Dyrk2*^*−/−*^ mice exhibit vertebral, intestinal/anorectal, cardiac, trachea, esophageal, renal, and lung development. **a** Spine defects of E18.5 embryos. Red arrows; the lack of vertebral bodies and butterfly vertebrae. **b** H&E staining of the anus and cloaca in E18.5 embryos. B bladder, R rectum, C cloaca. **c** Gross morphology of intestine in E18.5 embryos. S stomach, SI small intestine, LI large intestine, I intestine. **d** H&E staining of intestine in E18.5 embryos. Epi epithelium, Mes mesenchyme. **e** Gross morphology and H&E staining of the heart and cardiac outflow tract in E18.5 embryos. Red arrowheads; the left and right subclavian arteries. Insets in each frame is a schematic of the aortic arch with the aorta and tributaries. a ascending aorta, b brachiocephalic artery, c left common carotid artery, d left subclavian artery, e descending aorta. **f** Gross morphology of trachea (Tr) and esophagus (Es), and alcian blue staining of cartilaginous rings in E18.5 embryos. **g** H&E staining of trachea (Tr) and esophagus (Es) in E18.5 embryos. Dashed black lines; cartilaginous rings. Dashed blue lines; esophagus. **h** Gross morphology of kidneys in E18.5 embryos. **i** H&E staining of kidneys in E18.5 embryos. Red arrowheads; the lobe folds. Black arrowheads; medullary collecting ducts. **j** Gross morphology of lungs in E18.5 embryos. AL accessory lobe, CaL caudal lobe, CrL cranial lobe, ML medial lobe, LL left, RL a one-lobed right lung. **k** H&E staining of lungs in E18.5 embryos. Black arrow; lung cysts. **l** Tissue weight of E18.5 embryos. Data are presented as the mean ± SD (WT: *n* = 10; KO: *n* = 7; **p < 0.01). Scale bar: 1.5 mm (**a**), 3 mm (**c**, **h**, **j**), 400 μm (**b**, **g**, **i**, **k**), 200 μm (**d**), 1 mm (**e**, **f**).

**Table 1:** Congenital malformation phenotypes in *Dyrk2*^*−/−*^ mice.

Craniofacial malformations (cleft palate, craniofacial abnormalities)
Hair follicle anomalies (arrested hair follicle phenotype)
Radial/Limb anomalies (shortened radial bone, hypoplasia, ectrodactyly, syndactyly, polydactyly)
Vertebral defects (lack of vertebral body, butterfly vertebrae)
Intestinal/Anorectal malformations (omphalocele phenotype, truncated gastrointestinal tract, cloaca, imperforate anus)
Cardiac defects (the left and right subclavian artery defects)
Tracheoesophageal malformations (esophageal and tracheal stenosis, smaller cartilaginous rings)
Renal malformations (hypoplasia, aberrant patterning of renal medullary collecting ducts, lobe folds)
Lung defects (hypoplasia, fusion of right lung lobes, a large cyst of lower left lung)

The summary of congenital malformation phenotypes in E18.5 *Dyrk2*^−/−^ mice. Detailed abnormal phenotypes of each organ are indicated in parentheses.

In contrast, the *Dyrk2*^*−/−*^ embryos exhibited no morphological abnormalities in the brain, heart, liver, or pancreas (Supplementary Figs. 6a–e and 7a–e). A histological analysis of the stomach further revealed a thinner epithelial morphology in mutants compared to WT, although their gross morphologies were indistinguishable (Supplementary Figs. 6f and 7f). Furthermore, abnormalities of seminiferous tubule were also observed in the *Dyrk2*^*−/−*^ embryos (Supplementary Figs. 6g and 7g).

### *Dyrk2*^*−/−*^ embryo altered expression of organogenesis associated genes

Since *Dyrk2*^*−/−*^ mice displayed a wide range of developmental abnormalities, we speculated that the phenotype of *Dyrk2*^*−/−*^ mice appears at the early organogenesis stage. To understand the cause of the abnormalities in *Dyrk2*^*−/−*^ mice, we compared gene expression profiles between the WT and *Dyrk2*^*−/−*^ embryos at E8.5 and E10.5 using RNA collected from whole embryos. 

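RNA of whole embryos was hybridized to 4 one-colour Agilent mouse gene expression arrays, on which each spot carries a short DNA probe for 1 transcript and its brightness after Cy3 labelling is the measurement. There was 1 array for each of 4 groups, WT and *Dyrk2*-/- at E8.5 and E10.5 (embryonic days 8.5 and 10.5), all on 1 slide, and the paper's text does not give the number of embryos behind each RNA. With 1 array per group the differences between genotypes at a stage had no replicate check, and no p-value was computed for them. The authors deposited the scanner output of each array, made with Agilent Feature Extraction, in which the intensity of each spot is background-subtracted and corrected for position on the array but not scaled between arrays. They also deposited a table of processed intensities whose 4 columns shared 1 distribution, as after quantile normalization. The methods give a Z-score over 2 or less than −2 for the genes in the GO analysis and name no scaling between arrays.

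From the scanner output, log2 of the processed intensity was taken, spots of the same probe were averaged after spots marked as outliers were left out, and the 75th percentile of each array was subtracted. Of 56605 probes, 1 had no value on an array and was left out. Of the others, 31370 were well above background, as the scanner software marks it, on the WT E8.5 array, 30226 on the *Dyrk2*-/- E8.5 array, 31818 on the WT E10.5 array and 31943 on the *Dyrk2*-/- E10.5 array, and no spot was saturated. Probes printed several times on an array gave a median SD between spots of 0.09 (log2) at E8.5 and 0.07 at E10.5 on the WT arrays, and of 0.12 and 0.08 on the *Dyrk2*-/- arrays. This spread covers the spots of 1 array and not the difference between embryos. Over the 28622 probes well above background on all 4 arrays, Pearson's r between the WT and *Dyrk2*-/- arrays was 0.993 at E8.5 and 0.996 at E10.5, and between the 2 WT arrays of different stages it was 0.965. A probe well above background on only 1 array of a pair gave a bound, computed against the higher of its own value and the lowest value among probes well above background on the dimmer array, and no fold change was computed where both arrays were below. Genes were named through the RefSeq accession of the probe where the reference table held it, which matched 32993 probes, and a gene was represented by the probe with the highest mean signal over the 4 arrays.

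The targeted gene was examined first. The brightest of the 2 *Dyrk2* probes (NM_001014390 in the array annotation, chromosome 10 of mm9, 118296479 to 118296538) had a log2 value of 0.06 on the WT and 0.76 on the *Dyrk2*-/- array at E8.5, and of −0.31 and 0.34 at E10.5, so that the signal was 1.62-fold and 1.57-fold higher on the arrays labelled *Dyrk2*-/-. The other probe (118295164 to 118295223) was 1.02-fold and 1.21-fold higher there. These values are relative to all probes of the array. Scaling by the spike-in control probes lowered every E8.5 ratio, so that the log2 ratio of Dyrk2 at E8.5 became 0.15 at the brightest probe and negative at the other. *Dyrk2* transcript was thus not lower at its brightest probe under any scaling tried and did not check the labels, so that the arrays are named here by the submitters' labels and every direction between genotypes rests on these labels. The paper reports small deletions in the mutant alleles and the loss of Dyrk2 protein at E18.5 (Supplementary Fig. 1). Of the other family members, *Dyrk1a*, *Dyrk1b* and *Dyrk3* were 1.07-fold, 1.37-fold and 1.06-fold higher at E8.5 and 1.04-fold lower, 1.06-fold lower and without a difference (1.00-fold) at E10.5, and *Dyrk4* was not well above background on any array. Other probes of *Dyrk1a* and *Dyrk1b* did not all move with the brightest, and the directions of these members changed with the scaling. *Rplp0* (36B4), the reference gene of the paper's qPCR, was 1.14-fold and 1.06-fold higher on the arrays labelled *Dyrk2*-/-, and lower at both stages without scaling between arrays.

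The E10.5 arrays also differed in genes of the sex chromosomes. *Xist*, transcribed from the inactive X chromosome of females, was well above background only on the E10.5 array labelled *Dyrk2*-/-, where it was at least 20.4-fold higher than on the WT array. The brightest probes of the Y-chromosome genes *Ddx3y*, *Eif2s3y*, *Kdm5d* and *Uty* were well above background on the other 3 arrays and not on that one, at which they were at least 6.72-fold, 43.2-fold, 39.0-fold and 6.71-fold lower than on the WT E10.5 array. Another *Kdm5d* probe was well above background on all 4 arrays and 1.13-fold lower. If the embryos behind the E10.5 arrays differed in sex, genotype and sex could not be told apart at E10.5, least of all for probes of the Y chromosome.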

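At E8.5, 3786 of the 32015 probes well above background on at least 1 of the 2 arrays differed 1.5-fold or more, 1763 of them higher and 2023 lower on the array labelled *Dyrk2*-/-. At E10.5, 2628 of 32884 probes did, 1240 higher and 1388 lower. The share of changed probes that were lower was 53.4% (95% Wilson confidence interval 51.8 to 55.0, which covers counting error only) at E8.5 and 52.8% (50.9 to 54.7) at E10.5. Over the alternatives tried, the count ran from 782 to 14881 at E8.5 and from 421 to 8138 at E10.5. It was lowest at both stages under a normexp background correction with an offset of 50, highest at E8.5 under the spike-in scaling and highest at E10.5 without a filter on dim probes. The spike-in scaling shifted the median log2 ratio of all probes by −0.55 at E8.5, where 97.2% of the changed probes were then lower, and by 0.16 at E10.5, where 28.7% of 2969 were. Without scaling, 5531 and 3092 probes were changed and 85.4% and 70.6% of them were lower, with shifts of −0.26 and −0.13. Under the normexp correction, the share lower was 55.6% at E8.5 and 42.0% at E10.5. Adding a Z-score over 2 or less than −2 to the 1.5-fold threshold left 1124 and 781 probes when the mean and SD were taken among probes of similar intensity, and 1346 and 1202 when they were taken over all probes.

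Of the changed probes, 2202 at E8.5 and 1311 at E10.5 were well above background on both arrays of the pair. Of the 100 largest changes, 81 at E8.5 and 100 at E10.5 belonged to probes well above background on only 1 array of the pair, so that their size was a bound. Between the stages, 11970 of 33491 probes differed 1.5-fold or more on the WT arrays. Of the 30562 probes tested at both stages, 328 were changed in the same direction at both and 181 in opposite directions, where 76.9 of each would be found if the calls at the 2 stages were independent. Under the spike-in scaling 334 were changed in the same direction and 644 in opposite directions, where 199.9 and 688.6 would be found. A limma model of the genotype over both stages, with the embryonic day as a block, had 1 residual degree of freedom. At an adjusted p under 0.05 (Benjamini-Hochberg) it called 6 of 32289 probes, 4 higher and 2 lower, and 1592 had an unadjusted p under 0.05. It called 729 probes without scaling between arrays (114 higher and 615 lower), 564 without a filter (282 and 282) and between 10 and 40 under quantile normalization, normexp, the spike-in scaling, the deposited table and a filter on all 4 arrays, most of them higher. Without the intensity trend it called 0 probes, while 1635 had an unadjusted p under 0.05. The 6 probes included those of *Slc38a5* (log2 difference 1.42, adjusted p = 0.0434), *Acp5* (1.24, adjusted p = 0.0434) and *Epor* (1.26, adjusted p = 0.0434), each higher at both stages. The remaining 3 were named by transcript only: CA584427 on an unplaced part of the Y chromosome (−3.19, not well above background on the E10.5 array labelled *Dyrk2*-/-, adjusted p = 0.0216), BI657997 on chromosome 10 (1.44, adjusted p = 0.0216) and ENSMUST00000117861 on chromosome 7 (−1.25, adjusted p = 0.0216).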

An examination of the microarray data revealed 963 individual probes in E8.5 and 733 individual probes in E10.5 with a 1.5-fold or greater change, which were selected for further analysis. We also observed that the expression levels of genes related to lymphocyte and erythrocyte development and some of top differentially expressed genes tended to increase or decrease in both E8.5 and E10.5 *Dyrk2*^*−/−*^ embryos (Supplementary Fig. 8). 

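The 6 genes of Supplementary Fig. 8c, which the paper chose for their relation to lymphocyte and erythrocyte development, were each 1.5-fold or more higher on the E10.5 array labelled *Dyrk2*-/-, with a median log2 ratio of 1.01. This median moved most under the normexp background correction, to 0.64, under which 4 of the 6 genes were 1.5-fold or more higher. *Gata1* (chromosome X of mm9, 7536392 to 7536451) was 2.35-fold higher, *Ikzf1* 2.16-fold, *Gfi1b* 2.09-fold, *Nfix* 1.94-fold, *Zfpm1* 1.53-fold and *Lyl1* 1.52-fold. A further *Zfpm1* probe was 1.14-fold higher. At E8.5 *Gata1* was 19.3-fold and *Lyl1* 1.72-fold higher, *Gfi1b* at least 5.96-fold and *Ikzf1* at least 1.56-fold, *Zfpm1* was 1.02-fold higher, and *Nfix* was not well above background on either array. Adjusted over the list alone, limma's p for the genotype over both stages was under 0.05 for 4 of these 6 genes, against 0 when adjusted over all probes. The list was chosen by the paper from these arrays, so that the first count is not independent evidence.

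**Figure D1:**
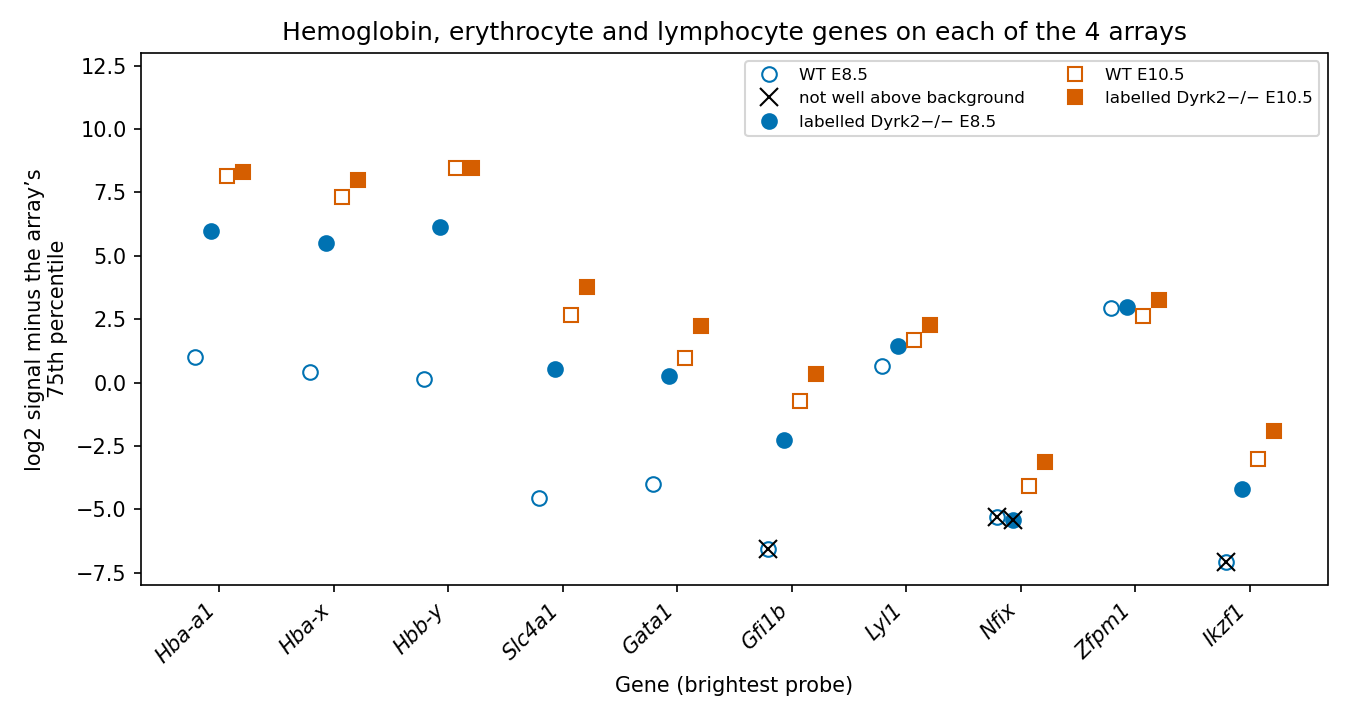
Log2 signal, after subtraction of each array's 75th percentile, of the brightest probe of 4 erythrocyte genes and the 6 genes of Supplementary Fig. 8c on each of the 4 arrays (1 array per group, so no error bars), with open symbols for WT arrays, filled symbols for arrays labelled *Dyrk2*-/-, circles for E8.5, squares for E10.5 and a cross for a probe not well above background. Levels can be compared between arrays but not between probes, and *Hbb-y* rises from 0.15 to 6.15 between the E8.5 arrays and is at 8.44 and 8.47 on the E10.5 arrays.

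The largest rises at E8.5 among probes well above background on both arrays were those of *Hbb-y* (63.8-fold, chromosome 7 of mm9, 111000448 to 111000507), *Slc4a1* (34.1-fold), *Hba-x* (33.7-fold) and *Hba-a2* (31.4-fold), which belong to the erythrocyte, and of ENSMUST00000099042, a predicted transcript on chromosome 9 (31.2-fold). The globin probes can bind transcripts of closely related genes. *Slc4a1* lay at −4.56 on the WT array, near the lowest value of any probe well above background there (−4.82). The largest falls were those of *Syt10* (13.4-fold), CA584427 (8.53-fold), *LOC105245882* (7.34-fold), ENSMUST00000120168 (6.93-fold) and *Gm10856* (6.61-fold). At E10.5 the largest rises were those of single probes of *Prune* (5.07-fold, while its brightest probe was 1.07-fold lower), *Zscan30* (5.06-fold, while its brightest probe was 1.15-fold higher), *BC057602* (log2 ratio 2.20), *Ptger3* (4.41-fold) and *Gabrp* (3.88-fold). The probes of *Prune*, *Zscan30*, *Ptger3* and *Gabrp* lay at −4.40, −4.50, −4.21 and −4.24 on the WT array. The lowest value of any probe well above background there was −4.72, so that these folds rest on signals near it. The other *Ptger3* probes were not well above background on any array. The largest falls at E10.5 were those of BB162508 (3.81-fold), *9330159M07Rik* (3.23-fold), *Hoxc13* (3.22-fold), *Tbx6* (3.16-fold) and *Cidea* (3.09-fold). *Hoxc13* lay at −4.43 on the array labelled *Dyrk2*-/-, near the lowest such value there (−4.77). Of these 10 probes at E10.5, that of *9330159M07Rik* alone also differed 1.5-fold or more at E8.5, in the opposite direction (1.56-fold higher).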

The results of the GO analysis using DAVID are provided in Supplementary Table 6. 

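The terms for homeobox genes and oxygen transport in Supplementary Table 6 were followed on the arrays through lists built from gene names and descriptions, which need not hold the same genes as the GO terms. Of 164 homeobox genes measured at E8.5, 34 were changed 1.5-fold or more (20.7%, against 11.7% of all 20848 genes), 12 of them lower and 22 higher on the array labelled *Dyrk2*-/-, or 10 lower and 20 higher with genes above background on 1 array set at their bound. The paper's reported number of homeobox genes is 28. Of 175 measured at E10.5, 26 were changed (14.9%, against 7.72% of 21351 genes), 21 lower and 5 higher, or 19 lower and 3 higher with bounds, and the paper's reported number is 27. Over the alternatives tried the number of changed genes ran from 12 to 74 at E8.5 and from 6 to 38 at E10.5, and with a Z-score over 2 or less than −2 it was 15 and 14 within a window of signal and 12 and 11 over all probes. At E8.5, 68 were lower and 6 higher under the spike-in scaling, and 30 lower and 10 higher without scaling. Both numbers of changed genes at the 75th percentile scaling, taken without bounds, were at the 99.98th percentile among 10000 random lists of the same size matched on mean signal, which describes these arrays and is not a test between genotypes. The median log2 ratio of the list was 0.03 at E8.5 and −0.13 at E10.5. It moved most under the spike-in scaling, to −0.52 and 0.03, so that its direction changed with the scaling at both stages. The Hox genes among them had a median of 0.36 at E8.5, where 26 of 32 were higher, and of −0.21 at E10.5, where 33 of 38 were lower, relative to all probes of the array. Under the spike-in scaling these medians became −0.18 and −0.05.

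All 8 hemoglobin genes measured at E8.5 were higher on the array labelled *Dyrk2*-/-, with a median log2 ratio of 4.70, or 4.58 with the 3 genes that were above background on 1 array set at their bound. The paper's reported number of oxygen transport genes is 8. At E10.5, 10 hemoglobin genes were measured and 10 were higher, 5 of them 1.5-fold or more, with a median of 0.61, and the paper's reported number is 6. Under quantile normalization 9 of the 10 were higher, and without scaling 8. The median at E8.5 was lowest under the spike-in scaling, at 4.16, and that at E10.5 under the normexp background correction, at 0.42. Limma's p for the genotype over both stages, adjusted over the list alone, was under 0.05 for 9 of 10 hemoglobin genes and 1 of 175 homeobox genes, *Gsc*, against 0 and 0 when adjusted over all probes. Both lists follow terms that the paper found on these arrays, so that the counts adjusted over the list alone are not independent evidence.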

Since embryogenesis is a well-orchestrated process that is tightly regulated by transcription factors, we focused on the transcription factor genes (97 probes in E8.5 and 65 probes in E10.5) that may be implicated in the abnormal phenotypes of *Dyrk2*^*−/−*^ embryos.

The results are displayed as heatmaps (Fig. 3a, b). Among these, we focused on the downregulated genes that are reasonable for interpreting the relationship between developmental abnormalities. This comprehensive analysis revealed decreases in gene expressions associated with lung development; *Foxa2*, *Notch1*, *Foxp2*, *Nkx2.1*, and intestine development; *Cdx2*, *Foxf2*, *Foxl1*, and skeletal development; *Hoxd12*, *Hoxd13*, *Scx*, *Brachyury*, and cleft palate; *Foxf2* (Fig. 3a–c). 

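The genes of Fig. 3c were chosen by the paper from these arrays, so that their direction on them is not independent evidence. At E8.5, *Foxa2* (chromosome 2 of mm9, 147868669 to 147868728) was 2.08-fold lower on the array labelled *Dyrk2*-/- and is on the array with 1 probe. *Notch1* was 1.71-fold and *Sox9* 1.65-fold lower at the brightest probe, while the other *Notch1* probe was 1.73-fold and the other *Sox9* probe 1.11-fold higher.

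All 10 genes given for E10.5 were 1.5-fold or more lower on the E10.5 array labelled *Dyrk2*-/-, with a median log2 ratio of −1.16, which moved most under the normexp background correction, to −0.60. Of the 10 genes, 7 were 1.5-fold or more lower under that correction and 6 under the spike-in scaling. *T* (Brachyury, chromosome 17, 8634870 to 8634929) was 2.81-fold lower at its brightest probe, and its other probe was not well above background on any array. *Foxf2* (chromosome 13, 31723139 to 31723198) was 2.64-fold lower, *Foxp2* 2.34-fold, *Foxl1* 2.31-fold, *Nkx2-1* 2.28-fold, *Hoxd12* 2.18-fold, *Cdx2* 1.64-fold, *Hoxd13* 1.61-fold, *Pax1* 1.57-fold and *Scx* 1.54-fold. At E8.5, 7 of these 10 genes were measured. *Cdx2*, *Foxf2*, *Foxl1* and *T* were lower there by less than 1.5-fold, while *Scx* was 1.05-fold, *Hoxd13* 1.50-fold and *Pax1* 1.53-fold higher, although the other *Pax1* probe was lower (log2 ratio −0.49). *Foxp2*, *Nkx2-1* and *Hoxd12* were not well above background on the E8.5 arrays. The median at E10.5 lay below all 10000 random lists matched on mean signal. Limma's p for the genotype over both stages, adjusted over the list alone, was under 0.05 for 5 of the 10 genes given for E10.5, against 0 when adjusted over all probes. Over 18806 genes, which are not independent replicates, the log2 ratio at E10.5 had a Pearson's r of −0.19 and a Spearman's rho of −0.26 with the difference between the E10.5 and E8.5 arrays, and the log2 ratio at E8.5 an r of 0.18 and a rho of 0.14.

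**Figure D2:**
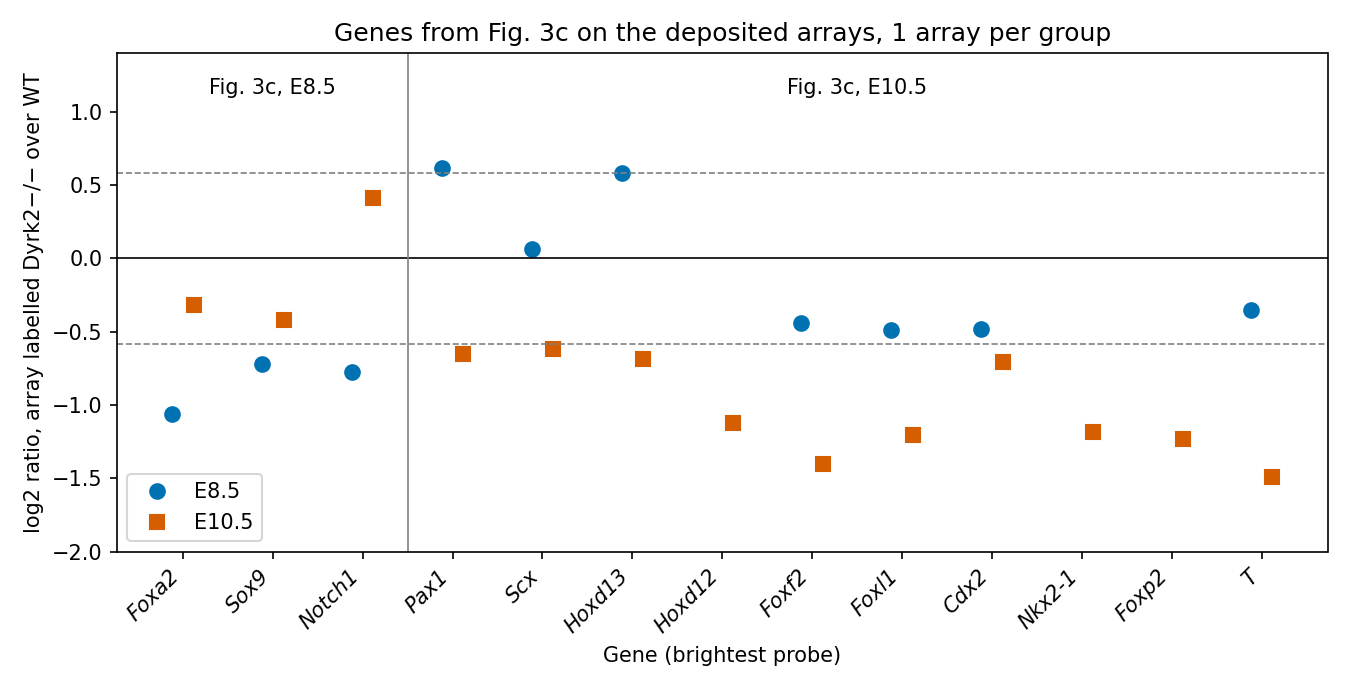
Log2 ratio of the array labelled *Dyrk2*-/- over the WT array for the brightest probe of genes from Fig. 3c, at E8.5 (circles) and E10.5 (squares), 1 array per group and so without error bars; dashed lines mark a 1.5-fold change, genes not well above background at a stage have no symbol there, and the vertical line parts the genes the paper gives for E8.5 from those it gives for E10.5. The genes drawn lie below the lower dashed line at their own stage and not at the other stage.

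From the downregulated genes on these arrays, the paper focused on those it considered reasonable for interpreting the developmental abnormalities. It states that expression of genes of lung, intestine, skeletal and palate development was decreased. Beside the arrays, Fig. 3c gives the relative expression of such genes by qPCR (n = 3).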

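The array carries probes for 44 Fox family genes, of which 34 were measured at E8.5 and 34 at E10.5. At E8.5, 15 were lower and 19 higher on the array labelled *Dyrk2*-/-, with a median log2 ratio of 0.03, at the 84.2th percentile among random lists matched on mean signal. Besides *Foxa2*, those lower by 1.5-fold or more were *Foxd4* (1.82-fold) and *Foxj1* (1.76-fold), and *Foxo4* was 1.61-fold higher. At E10.5, 23 were lower and 11 higher, with a median of −0.10, at the 1.02th percentile. Those lower by 1.5-fold or more were *Foxf2*, *Foxl1* and *Foxp2*, and *Foxo4* was at least 1.29-fold higher. Of 31 Fox genes measured at both stages, 11 were lower and 9 higher at both, and the number lower at both was between 10 and 12 under the other settings except without scaling, where it was 22. The number higher at both fell to 1 under the spike-in scaling and without scaling. With the 75th percentile scaling, the genes lower by 1.5-fold or more at E8.5 were not among those at E10.5, where *Foxa2* was 1.25-fold and *Foxj1* 1.06-fold lower and *Foxd4* was not well above background. *Foxf2* and *Foxl1* were lower by less than 1.5-fold at E8.5, with log2 ratios of −0.44 and −0.49. The changes are relative to all probes of the array. The median of the family changed direction with the scaling, to −0.51 at E8.5 and 0.06 at E10.5 under the spike-in scaling, and to −0.22 at E8.5 without scaling. Under these 2 settings 14 and 9 Fox genes were 1.5-fold or more lower at E8.5, and *Foxf2* and *Foxl1* were so at both stages. In the limma model of the genotype over both stages, 6 of the 35 Fox genes tested had an unadjusted p under 0.05, and 0 were under 0.05 when adjusted over the list alone, where the smallest value was that of *Foxf2* (adjusted p = 0.0563), and 0 when adjusted over all probes.

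**Figure D3:**
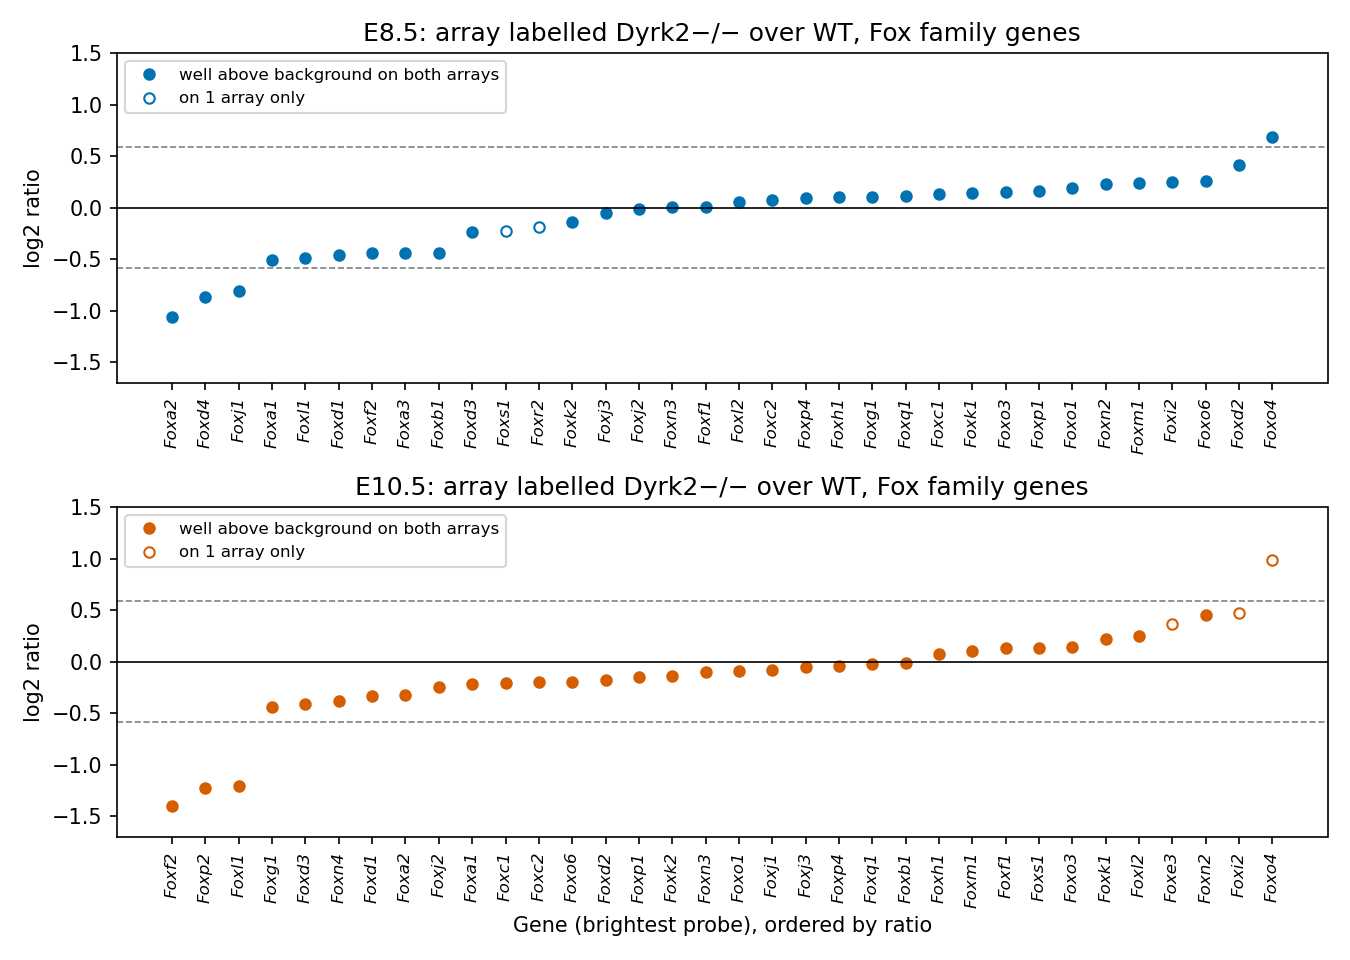
Log2 ratio of the array labelled *Dyrk2*-/- over the WT array for the brightest probe of each Fox family gene measured at E8.5 (upper panel) and E10.5 (lower panel), ordered by ratio, 1 array per group and so without error bars, with filled symbols for genes well above background on both arrays, open symbols for 1 array only and dashed lines at a 1.5-fold change. Of 34 genes in each panel, 3 lie below the lower line.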

Importantly, the expression of several Fox family genes was reduced in both E8.5 and E10.5 *Dyrk2*^*−/−*^ embryos, suggesting that altered gene expression of Fox families may be involved in developmental abnormalities.

**Fig. 3:**
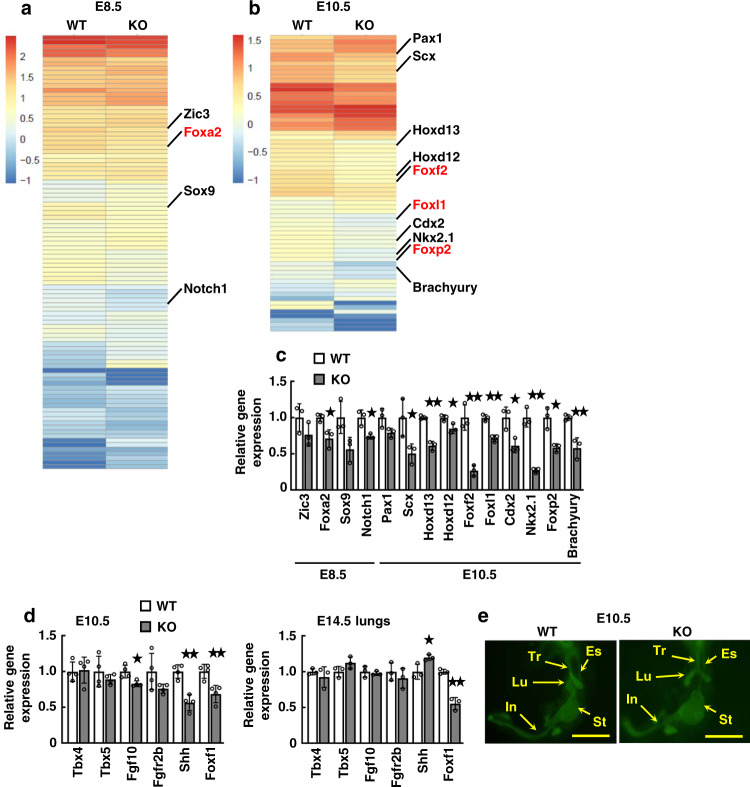
*Dyrk2*^*−/−*^ mice show reduced *Foxf1* expression. *Dyrk2*^*−/−*^ mice display reduced expression of organogenesis associated genes. **a**, **b** Heatmap of genes related to transcription from GO analysis in E8.5 (**a**) and E10.5 (**b**) embryos. **c** Relative expression of genes related to developmental defect in E8.5 and 10.5 embryos (*n* = 3). **d** Relative expression of genes related to lung development in E10.5 embryos and E14.5 lungs (E10.5: *n* = 4; E14.5 lung: *n* = 3). **e** The representative foregut of E10.5 embryos from WT and *Dyrk2*^*−/−*^ mice with the epithelium outlined by whole-mount E-cadherin immunostaining. Tr trachea, Es esophagus, Lu lung, St stomach, In intestine. Data are presented as the mean ± SD in **c**, **d**. *p < 0.05; **p < 0.01. Scale bar: 500 μm in **e**.

We validated the expression of genes that play important roles in lung development as lung defects, including hypoplasia and the fusion of the right lung lobes, have been previously found in *Dyrk2*^*−/−*^ mice (Fig. 3d)^7^. Interestingly, *Foxf1* expression was significantly reduced in the *Dyrk2*^*−/−*^ embryos (Fig. 3d). In mouse models, Foxf1 transcription in the lung mesenchyme is activated by epithelial Shh^15^ and is required for airway branching morphogenesis^16,31^. As expected, *Shh* expression was reduced in E10.5 *Dyrk2*^*−/−*^ embryos (Fig. 3d). Because the mutant embryos did not lower the *Shh* expression at E14.5, Shh may be required for initiating Foxf1 expression and may influence airway branching in primordial lung around E10.5. We further found that the primordial endoderm organs showed no significant defect in *Dyrk2*^*−/−*^ embryos at E10.5 (Fig. 3e), indicating that *Dyrk2*^*−/−*^ embryos initially exhibit genetic abnormalities around E8.5–10.5 that may be responsible for the developmental defects.

### *Dyrk2*^*−/−*^ mice die due to respiratory failure caused by upper respiratory tract malformation and lung hypoplasia

As shown in Supplementary Table 3, *Dyrk2*^*−/−*^ mice were born in Mendelian ratios, with all *Dyrk2*^*−/−*^ neonates dying soon after birth. We found that *Dyrk2*^*−/−*^ mice died due to respiratory failure. The neonate lungs of *Dyrk2*^*−/−*^ mice contained minimal or no air and sank when placed in physiological salt solution, while those of WT mice floated (Fig. 4a). Micro-CT imaging analysis revealed that the mutant neonates failed to inflate their lungs (Fig. 4b and Supplementary Fig. 9a). The first breath of these pups was examined by cesarean section at E18.5. The *Dyrk2*^*−/−*^ mice failed to initiate normal breathing; however, it showed deep respiratory movements involving the whole-body muscles immediately after birth (Supplemental Movies 1 and 2). The mutant mice subsequently became cyanotic and survived for only a few minutes. This observation indicates a cause for respiratory failure, but not neuromuscular, muscular dysfunctions, or skeletal anomalies.

**Fig. 4:**
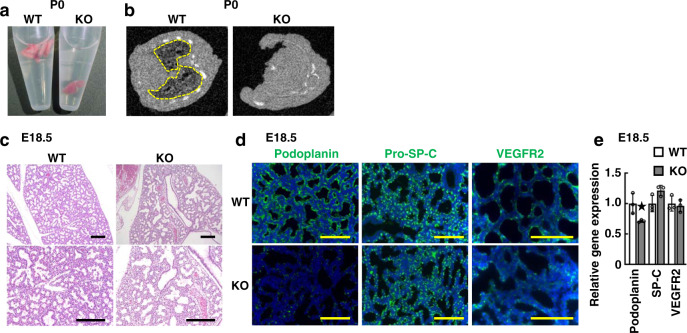
*Dyrk2*^*−/−*^ mice exhibit respiratory failure due to lung hypoplasia. *Dyrk2*^*−/−*^ mice exhibit sudden death soon after birth due to respiratory failure and lung hypoplasia. **a** Neonate lungs of WT and *Dyrk2*^*−/−*^ mice. **b** Micro-CT analysis of the lung from P0 WT and *Dyrk2*^*−/−*^ pups. The dashed line; the area of lung inflation. **c** H&E staining of the lungs in E18.5 embryos. **d** Optical image of E18.5 lung in WT and *Dyrk2*^*−/−*^ embryos. Podoplanin (green), Pro-SP-C (green), VEGFR2 (green), and DAPI (blue). **e** Relative expression of genes related to AEC I and II makers in E18.5 lungs. Data are presented as the mean ± SD (*n* = 3; *p < 0.05). Scale bar: 200 μm (**c**) and 100 μm (**d**).

We further examined the details of lung development in *Dyrk2*^*−/−*^ mice to determine the causal phenotype of lung hypoplasia and respiratory failure. At E18.5, in normal development, both alveolar epithelial cell (AEC) I and II line the peripheral saccules, which is the typical mature structure of the lung at this stage of gestation. As expected, normal lung inflation and histology with differentiated distal alveolar saccules were observed in the lung of WT mice (Figs. 2j, k and 4c and Supplementary Fig. 5j, k). In contrast, *Dyrk2*^*−/−*^ appeared to show severe defects in the dilation with thicker septa and significantly lower weights. Furthermore, the expression of AEC I marker, Podoplanin was decreased in the E18.5 *Dyrk2*^*−/−*^ lung (Fig. 4d, e) while there were no significant differences in the expression of AEC II marker, Prosurfactant Protein C (Pro-SP-C) and Surfactant Protein C (SP-C), and endothelial marker, VEGFR2. These observations indicate that the *Dyrk2*^*−/−*^ embryos exhibited lung immaturity in addition to tracheal stenosis and cleft palate. Collectively, our findings suggest that upper respiratory tract malformation and lung immaturity are most likely the cause of neonatal lethality in *Dyrk2*^*−/−*^ mice.

### Dyrk2 is required to form a subepithelial-to-distal expression gradient of Foxf1

We investigated the potential role of Dyrk2 in lung hypoplasia and airway branching defects, as the fusion of the right lung lobes was observed in the *Dyrk2*^*−/−*^ mutants (Fig. 2j, k). At E11.5, the primordial lung displayed the main branch, demarcating the left and right lungs, followed by several branched lung buds (Fig. 5a). The normal lung showed four tips of lung buds in the right and three tips in the left. However, the *Dyrk2*^*−/−*^ lungs displayed lung buds with three on the right and two on the left. In addition, the mutants showed increased bronchial width, compared with the lung of WT mice (Fig. 5a, b). Furthermore, while the normal lung showed abundant cell proliferation and cell death in mesenchyme^7,32^, the *Dyrk2*^*−/−*^ lungs reduced both cell proliferation and cell death (Fig. 5c). These observations suggest that Dyrk2 is necessary for the development of airway branching.

**Fig. 5:**
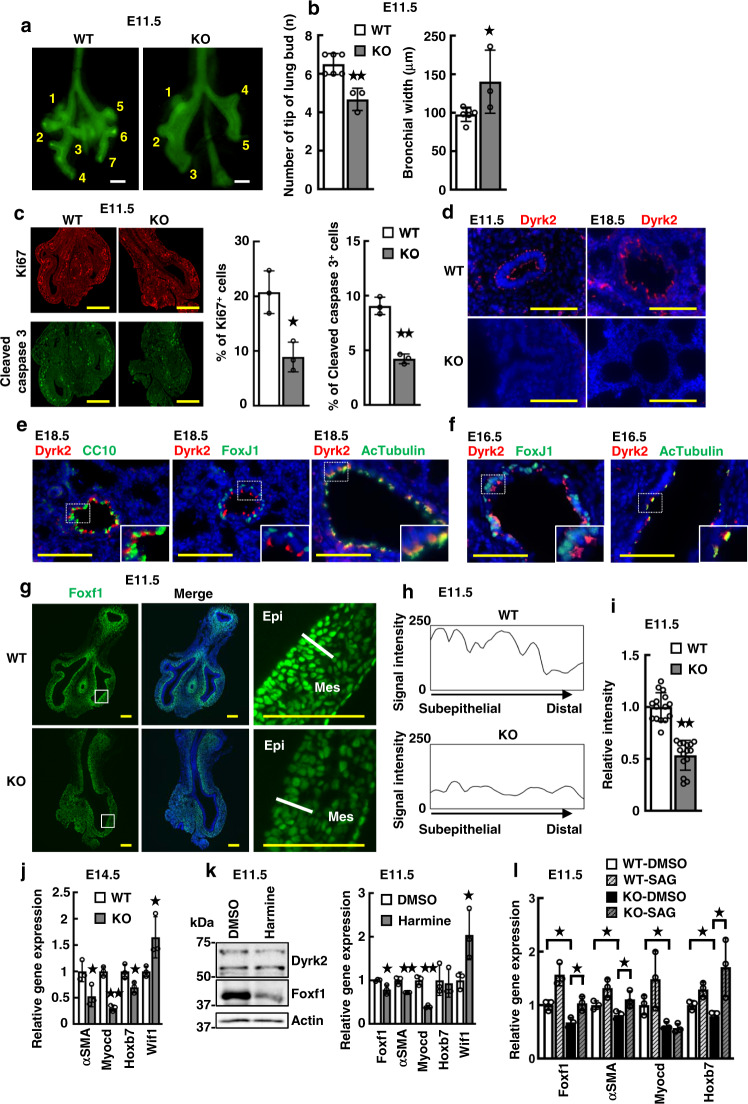
*Dyrk2*^*−/−*^ mice exhibit the loss of the Foxf1 expression gradient during early lung development. Loss of Dyrk2 leads to impaired airway branching with the loss of the Foxf1 expression gradient. **a** Representative lungs from E11.5 WT and *Dyrk2*^*−/−*^ mice with the epithelium outlined by whole-mount E-cadherin immunostaining. Numbers denote the tip of the lung bud. **b** Quantification of the number of tips of the lung bud and bronchial width from E11.5 WT and *Dyrk2*^*−/−*^ mice. (WT: *n* = 6; KO: *n* = 3). **c** Optical image of E11.5 lung in WT and *Dyrk2*^*−/−*^ embryos. Ki67 (red) and cleaved caspase 3 (green). Quantification of the number of Ki67 positive cells and cleaved caspase 3 positive cells. (*n* = 3). **d** Optical images of E11.5 and E18.5 lung in WT and *Dyrk2*^*−/−*^ embryos. Dyrk2 (red) and DAPI (blue). **e**, **f** Optical images of E18.5 (**e**) and E16.5 (**f**) lung from WT embryos. Dyrk2 (red), CC10 (club cell marker, green), FoxJ1 (ciliated cell marker, green), Acetylated Tubulin (AcTubulin) (ciliated cell marker, green) and DAPI (blue). **g** Optical image of E11.5 lung in WT and *Dyrk2*^*−/−*^ embryos. Foxf1 (green), and DAPI (blue). Epi epithelium, Mes mesenchyme. **h** A subepithelial-to-distal expression gradient of Foxf1 in E11.5 lungs. **i** Relative intensity of Foxf1 expression in the subepithelial mesenchyme (*n* = 3). **j** Relative expression of Foxf1 target genes in E14.5 lungs (*n* = 3). **k** Expression levels of Dyrk2 and Foxf1 in E11.5 lung explants treated with or without 50 μM harmine. Relative expression of *Foxf1* and its target genes in the E11.5 lung explants (*n* = 3). **l** Relative expression of *Foxf1* and its target genes in E11.5 lung explants with or without 14.8 nM smoothened agonist (SAG) (*n* = 3). Data are presented as the mean ± SD in **b**, **c**, **h**–**l**. *p < 0.05; **p < 0.01. Scale bar: 100 μm (**a**, **d**–**g**), 200 μm (**c**).

We then sought to identify the molecular phenotype of *Dyrk2*^*−/−*^ responsible for these effects on branching morphogenesis, and thus re-examined the expression reduction phenotype of Foxf1. The transcription factor Foxf1 plays an important role in epithelial–mesenchymal signaling. *Foxf1* heterozygote mutant mice have been previously found to display abnormal lung morphogenesis and a narrowing of the esophagus and trachea, although homozygous *Foxf1*-null mice died before E10^15,16^. To better understand how Dyrk2 is involved in early lung development, we examined the expression of Dyrk2 and Foxf1. Dyrk2 was detected in epithelial cells at E11.5 and E18.5 (Fig. 5d), particularly, the subapical region of ciliated cells (FoxJ1/Acetylated tubulin-positive cells) at late stage (Fig. 5e, f). These findings suggest that Dyrk2 express epithelial cells throughout lung development. Interestingly, a gradient expression pattern of Foxf1 protein between the subepithelial and distal mesenchyme was observed in the lungs of WT mice (Fig. 5g). Consistent with our qRT-PCR analysis (Fig. 3d), Foxf1 expression was significantly reduced in the subepithelial area of E11.5 *Dyrk2*^*−/−*^ lungs, which resulted in an altered gradient expression pattern (Fig. 5g–i). Accordingly, E14.5 *Dyrk2*^*−/−*^ lungs also displayed reduced expression of the Foxf1 target genes, including *αSMA*, *Myocd*, and *Hoxb7*, and increased *Wif1* expression, as described previously (Fig. 5j)^31^. To determine whether the kinase activity of Dyrk2 is required for Foxf1 expression, we conducted ex vivo embryonic lung culture with DYRK inhibitor, harmine (Fig. 5k). As expected, inhibition of the Dyrk2’s kinase activity reduced Foxf1 expression. Previous reports show that in mouse models, mesenchymal Foxf1 transcription is activated by epithelial Shh and is required for airway branching morphogenesis^15,16^. To determine whether Shh activation is required for Foxf1 expression, we next conducted ex vivo *Dyrk2*^*−/−*^ lung culture with Shh activator, smoothened agonist (SAG). In the *Dyrk2*^*−/−*^ lungs, as expected, Shh activation restore Foxf1 expression and its targets (Fig. 5l).

These findings suggest that Dyrk2 is required to form a subepithelial-to-distal expression gradient of Foxf1 via inducing Shh signaling, which contributes to proper airway branching morphogenesis through the induction of downstream target genes.

## Discussion

In the present study, we demonstrated that the loss of *Dyrk2* represents developmental abnormalities and congenital malformations of multiple organs (Fig. 6a). We discovered that Dyrk2 is an important regulator of embryogenesis, which is required for a subepithelial-to-distal expression gradient of Foxf1 via inducing Shh signaling in the primordial lung (Fig. 6b). Its disruption could be the cause of altered airway branching and alveolar development in the mutant. In this context, the *Dyrk2* gene was found to be closely related to lung development by regulating the expression pattern of Foxf1 through Shh signaling.

**Fig. 6:**
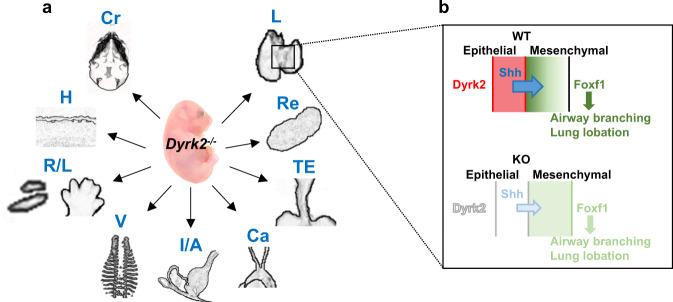
A schematic diagram of *Dyrk2* loss in mice. **a** *Dyrk2*-deficient mouse mimics congenital malformation phenotypes. Cr craniofacial malformations, H hair follicle anomalies, *R/L* radial/limb anomalies, V vertebral defects, I/A intestinal/anorectal malformations, Ca cardiac defects, TE tracheoesophageal malformations, Re renal malformations, L lung defects. **b** Epithelial-expressed Dyrk2 is required to form a subepithelial-to-distal expression gradient of Foxf1 by regulating Shh signaling. Loss of Dyrk2 leads to the reduction of Foxf1 expression in the subepithelial area via the Shh signaling.

Based on our findings, we propose that an interaction between Dyrk2 and Shh-Foxf1 signaling is particularly important in lung development. Therefore, its disruption results in neonatal lethality due to respiratory failure. Foxf1 is a transcription factor, which is expressed in lung mesenchyme, endothelial cells, and airway smooth muscle cells^31,33^. Foxf1 promotes mesenchymal–epithelial signaling and stimulates cellular proliferation. Haploinsufficiency of Foxf1 causes severe lung malformations such as hypoplasia, fusion of right lung lobes, esophageal and tracheal stenosis, the hypoplastic tracheal cartilage, and airway branching defects^15^. Genetic studies of mice have previously demonstrated that Foxf1 acts downstream of Shh-Gli signaling via epithelial-to-mesenchymal interaction and is required for airway branching morphogenesis and lung lobation^15,16^.

In the current study, our *Dyrk2*^*−/−*^ mice exhibited significant reduction of Foxf1 expression and lung malformations such as hypoplasia, fusion of right lung lobes, esophageal, and tracheal stenosis, the hypoplastic tracheal cartilage, and airway branching defects. These defects are consistent with the phenotypes of *Foxf1*^+/−^ mice, suggesting that Dyrk2 acts as a positive regulator of the Shh–Foxf1 interaction to generate the subepithelial-to-distal expression gradient of Foxf1.

Based on this finding and the recently published paper (Yoshida et al.^28^), we propose that the Dyrk2-Shh-Foxf1 axis plays a crucial role in mouse organogenesis. Given that the kinase activity of Dyrk2 is required for Foxf1 expression and the loss of *Dyrk2* results in the downregulation of Shh expression at early lung development, Dyrk2 may regulate epithelial-to-mesenchymal interaction via inducing Shh ligand expression dependent upon its kinase activity. Whereas it is still possible that other targets of Dyrk2 would be involved in the morphogenesis defects in the mutant, altered Dyrk2-Foxf1 axis is a promising pathway as a cause of the lung hypoplasia phenotype in *Dyrk2*^*−/−*^ mice. The conditional expression of *Dyrk2* and/or *Shh* signaling and *Foxf1* in developing endodermal epithelial or splanchnic mesodermal cells may clarify this question. Further studies are required to better understand the lung development to elucidate how Dyrk2 regulates Shh and Foxf1 expression during embryogenesis.

We also showed that Dyrk2 is expressed in epithelial cells throughout the lung development, particularly in the subapical region of ciliated cells in the late embryonic lungs. The ciliated cells are the target of viral infection and play an important role in respiratory health^34^. Therefore, detailed analysis of Dyrk2 in ciliated cells could help to better understand the function of ciliated cells how to contribute to respiratory health.

We discovered that *Dyrk2*^*−/−*^ mice exhibit defects in the multiorgan development, such as butterfly vertebrae, imperforate anus, the left and right subclavian artery defects, tracheoesophageal stenosis, shortened radial bone, polydactyly, and lung hypoplasia in addition to omphalocele, truncated gastrointestinal tract, hair follicular hypoplasia, cleft palates, and craniofacial abnormalities. *Dyrk2*^*−/−*^ mice also exhibited decreased expression of transcription factors responsible for lung development, intestine development, skeletal development, and cleft palate. These findings indicate that Dyrk2 may play crucial roles in multi-organ development by regulating these genes.

Several knockout mice of these genes exhibit congenital malformations likewise the phenotypes of *Dyrk2*^*−/−*^ mice. Indeed, *Foxl1*^*−/−*^ mice have delayed villus morphogenesis, such as fewer and less defined villi^35^. *Hoxd13*^*−/−*^ mice exhibit limb defects, such as strong reductions in length, complete absences, or improper segmentations of many metacarpal and phalangeal bones^36^. *Foxf2*^*−/−*^ mice died with cleft palate and air-distended GI Tract within 18 h^37^. In contrast, *Foxa2*^*−/−*^, *Notch1*^*−/−*^, *Cdx2*^*−/−*^, and *Brachyury*^*−/−*^ mice show severe phenotypes that contribute to embryonic lethality during mid-gestation^38–41^. Furthermore, considering the knockout mice of Shh-Foxf1 signaling, *Shh*^*−/−*^, *Foxf1*^*−/−*^, and *Gli2*^*−/−*^*;Gli3*^*−/−*^ mice show severe embryonic lethal phenotypes^15,42–50^. Conversely, *Gli2*^*−/−*^, *Gli3*^*−/−*^, *Gli2*^*−/−*^*;Gli3*^*+/−*^ and *Foxf1*^*+/−*^ mice show the phenotypes of congenital malformations mostly corresponding to those of *Dyrk2*^*−/−*^ mice (*Gli2*^*−/−*^; lack of vertebral body, *Gli3*^*−/−*^; anal stenosis and polydactyly, *Gli2*^*−/−*^;*Gli3*^*+/−*^; agenesis of trachea and esophagus, *Foxf1*^*+/−*^; lung malformations and the asymmetry attachment of rib-sternum and tracheoesophageal stenosis)^15,47,50,51^. Since *Shh* and *Foxf1* expression were significantly reduced but not completely abolished in *Dyrk2*^*−/−*^ mice, abnormal phenotypes in *Dyrk2*^*−/−*^ mice were not severe than those in *Shh*^*−/−*^ and *Foxf1*^*−/−*^ mice. These findings collectively support that the Dyrk2 gene is closely related to Shh–Foxf1 signaling. In this regard, *Dyrk2*^*−/−*^ mice provide an insight into a novel understanding of embryogenesis. Further studies are needed to better understand the embryogenesis how Dyrk2 regulates responsible genes for organogenesis.

Interestingly, patients with microdeletion/mutation of the *FOXF1* gene display multiple phenotypes, such as alveolar capillary dysplasia with misalignment of pulmonary veins (ACD/ MPV), esophageal atresia with/without tracheoesophageal fistula (EA/TEF), and the VATER/VACTERL association^52–55^. In addition, mutations in *HOXD13* genes cause synpolydactyly, a limb malformation characterized by an additional digit between digits 3 and 4 and a fusion among these digits^56^. In the current study, our *Dyrk2*^*−/−*^ mice exhibited multiple developmental abnormalities, such as butterfly vertebrae, imperforate anus, the left and right subclavian artery defects, tracheoesophageal stenosis, shortened radial bone, and polydactyly, and lung hypoplasia, and significant reduction of *Foxf1* and *Hoxd13* expression. These findings may suggest that DYRK2 may involve in these pediatric diseases.

Our findings also suggest that *DYRK2* is a candidate for a genetic mutation in human congenital malformation. Until now, a microdeletion in the chromosome 12q15, including the human *DYRK2* gene, or a point mutation in the gene body of *DYRK2* has never been identified in patients with human congenital malformation. In this context, an exome sequencing analysis of these patients could help to determine the relationship between the *DYRK2* gene and refractory pediatric disease.

Our results indicate that detailed analysis of the pathological and molecular phenotypes of our *Dyrk2*^*−/−*^ mice may help the search for novel criteria and/or marker for the prenatal diagnosis of congenital malformation. In the future studies, the functional activation of DYRK2 during embryogenesis may have a beneficial effect in the congenital malformation.

In summary, this study demonstrated that the phenotypes of *Dyrk2*-deficient mice exhibit developmental abnormalities and congenital malformation. We confirmed that Dyrk2 is essential for survival and provide a basis for improving our understanding of embryogenesis and refractory pediatric disease.

## Methods

### Animals

C57BL/6J and ICR mice were purchased from Charles River, Japan. All animal experiments were approved by the Animal Care and Experimentation Committee of Gunma University and Institutional Animal Care and Use Committee of Jikei University. The animals were housed in individual cages in a temperature-controlled and light-controlled environment, and had ad libitum access to chow and water.

### Generation of *Dyrk2*-deficient mice

*Dyrk2*-deficient mice were generated using the CRISPR/Cas9 nickase system^57^. Four paired single guide RNAs (sgRNAs) (Supplementary Table 1) were designed for exons 1 and 3 of the *Dyrk2* gene and inserted into the gRNA cloning vector (Addgene). Candidate sgRNAs (Supplementary Fig. 1a) were transfected into B6 ES cells. The gene editing efficiency for the *Dyrk2* gene was confirmed using a GeneArt Genomic Cleavage Detection Kit (Thermo Fisher Scientific). Candidate 2 sgRNA was the most efficiently edited (Supplementary Fig. 2a) and was thus used as the targeting gRNA of the *Dyrk2* gene. In vitro transcribed hCas9 D10A mRNA and two sgRNAs were injected into the cytoplasm of fertilized eggs from female C57BL/6J mice. The injected embryos were transferred into the ampulla of the oviduct of pseudopregnant ICR females. A total of thirteen pups were obtained as the offspring.

### Genotyping

To detect indel mutations of *Dyrk2*, the target site of *Dyrk2* alleles was amplified and attached with dATP, followed by cloning into the T-vector pMD20 (Takara) and DNA sequencing analysis using the BigDye Terminator v3.1 Cycle Sequencing Kit (Thermo Fisher Scientific). The primer sequences and indel mutation of the pups are listed in Supplementary Tables 1 and 2.

### Quantitative PCR (QPCR) analysis

Total RNA was isolated from the embryos by using a RNeasy Mini Kit according to the manufacturer’s instructions (Qiagen). Total RNA was synthesized using a PrimeScript™ 1st strand cDNA Synthesis Kit (Takara). Quantitative PCR was performed using the primer sequences listed in Supplementary Table 4, a KAPA SYBR FAST ABI Prism qPCR Kit (Kapa Biosystems), and PicoReal96 (Thermo Fisher Scientific), according to the manufacturer’s instructions. Gene expression was normalized to that of the input control (36B4)^58^.

### Western blotting

Tissues were homogenized in buffer (10 mM Hepes, pH 7.4, 1 mM PMSF, cOmplete^TM^ Mini Protease Inhibitor Cocktail (Sigma)) using a Milti-bead shocker (Yasui kikai) at 2500 rpm twice for 30 s. Tissue homogenates were then lysed in buffer (1% TritonX-100, 100 mM NaCl) under gentle rotation for 30 min at 4 °C and centrifuged at 14,000 rpm for 10 min. Protein concentrations were determined by DC Protein Assay (Bio-Rad). The tissue extracts (30–60 μg) were separated by SDS‑PAGE and transferred to nitrocellulose membranes. The membranes were incubated with the indicated antibodies and visualized using chemiluminescence (PerkinElmer). The primary antibodies used are listed in Supplementary Table 5.

### Morphological analysis

Whole-body and tissues from the fetal lungs were fixed in 10% neutral buffered formalin or 4% paraformaldehyde before paraffin embedding or freezing, followed by processing on regular slides. Sections were stained with hematoxylin and eosin (H&E) and the indicated antibodies. The primary antibodies used are listed in Supplementary Table 5. Images were obtained using a BZ-9000 fluorescence microscope (Keyence) and Olympus IX71 equipped with an DP73 camera. The quantification of the mean Foxf1 fluorescence intensity in the subepithelial mesenchyme of E11.5 lungs was measured using ImageJ in five places. The plot profile image obtained showed the fluorescence intensity of foxf1 along the lines of interest on the indicated images. The calculation of the Ki67 or cleaved caspase 3 positive cells in the mesenchyme of E11.5 lungs was measured using ImageJ in ten places. For whole-mount immunostaining, fixed E11.5 lungs or E10.5 embryos were stained with anti-E-Cadherin. The stained samples were cleared using Tissue-Clearing Reagent CUBIC-L and CUBIC-R+ (Tokyo Chemical Industry Co., Ltd.) and observed using fluorescence microscopy (BX51; Olympus). The tip number and width were measured using ImageJ software. The lungs of the P0 pups were assessed by micro-computerized tomography (CT) analysis (Latheta LCT-200; Hitachi). The histological analysis of the hair follicles was carried out according to morphological and histological criteria^59^.

### Alcian Blue/Alizarin Red staining

Skeletal preparations by Alcian Blue/Alizarin Red staining have also been described previously^60^. Samples were fixed in 99.5% ethanol for 10 days, placed in acetone for 1 days, and stained in 0.3% alcian blue in 70% ethanol/0.1% alizarin red in distilled water/acetic acid/70% ethanol (1:1:1:17) for 12 h. After washing with distilled water, specimens were placed in 1% KOH for 5 days and cleared by incubation in 20, 50, and 80% glycerol steps. The photos of the stained sample were taken using the digital camera (D5500; Nikon).

### Lung organ culture

The E11.5 lungs were dissected from WT and *Dyrk2*^*−/−*^ mice. The lungs were placed on a Transwell polyester membrane cell culture insert (Corning) and cultured at the air liquid interface in DMEM/ Ham’s F12 medium (Nacalai tesque) supplemented with 10% FBS, penicillin-streptomycin (Nacalai tesque), and Amphotericin B (Sigma) with or without 50 μM Harmine (Tokyo Chemical Industry Co., Ltd.) or 14.8 nM smoothened agonist (SAG) (Enzo Life Sciences). DMSO was used as a diluent control. After 24 or 48 h incubation, the lung explants were collected and used for further analysis.

### Microarray analysis

Total RNA from embryos was hybridized using a SurePrint G3 mouse GE microarray kit 8 × 60 K v3 (Agilent). The microarray data are available on the National Center for Biotechnology Information (NCBI) Gene Expression Omnibus (GEO) (accession no. GSE146614). Gene ontology (GO) analysis of the differentially expressed genes with a Z-score of over 2 or less than −2 was performed using The Database for Annotation, Visualization and Integrated Discovery (DAVID) Bioinformatics Resources 6.8. Hierarchical clustering analysis and heatmap drawing were performed using the “pheatmap” package in The Comprehensive R Archive Network with R (version 3.6.1).

### Statistics and reproducibility

The data were analyzed with GraphPad Prism software 9.0.0 and are presented as dot plots in addition to the individual samples. Results are presented as the mean ± standard deviation (SD). Statistical significance was determined using a two-tailed Student’s *t*-test. Chi-squared (*χ*^2^) analyses were performed using the online calculation chi-square tool (http://www.quantpsy.org). We repeated at least twice experiments and the exact sample size (*n*) for each experiment appear in the figure legend.

### Reporting summary

Further information on research design is available in the Nature Research Reporting Summary linked to this article.

## Supplementary information

Transparent Peer Review File

Supplementary Information

Description of Additional Supplementary Files

Supplemental Movie 1

Supplemental Movie 2

Supplementary Data 1

Supplementary Data 2

Reporting Summary

## Data Availability

Microarray data can be accessed through the Gene Expression Omnibus (GEO) under the NCBI accession number GSE146614. Source data for all graphs in this article are included in Supplementary Data 2. Uncropped data for all blots and gels in this article are included in Supplementary Figs. 10 and 11. The information and data in this article are available from the corresponding author on request.

# Supplementary material for: Mice lacking DYRK2 exhibit congenital malformations with lung hypoplasia and altered Foxf1 expression gradient
**Source:** Commun Biol. 2021 Oct 20;4:1204. doi: 10.1038/s42003-021-02734-6
**Supplement:** Supplementary file 2 — Supplementary Information

## **Supplementary Information**

**Mice lacking DYRK2 exhibit congenital malformations with lung hypoplasia and altered Foxf1 expression gradient**

**by Yogosawa et al.**

**Supplementary Figure 1. Deletion of *Dyrk2* gene in C57BL/6J mice**

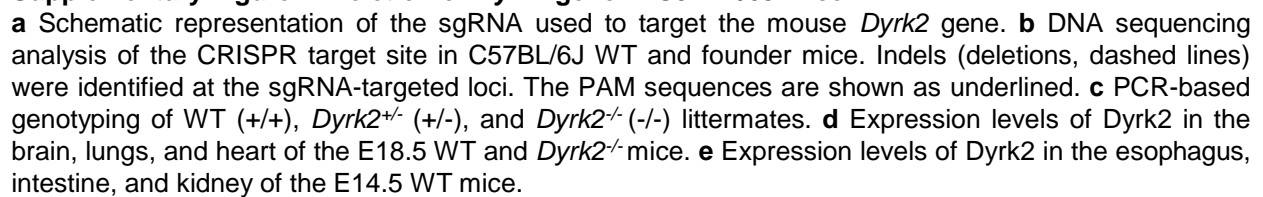

## Supplementary Figure 2

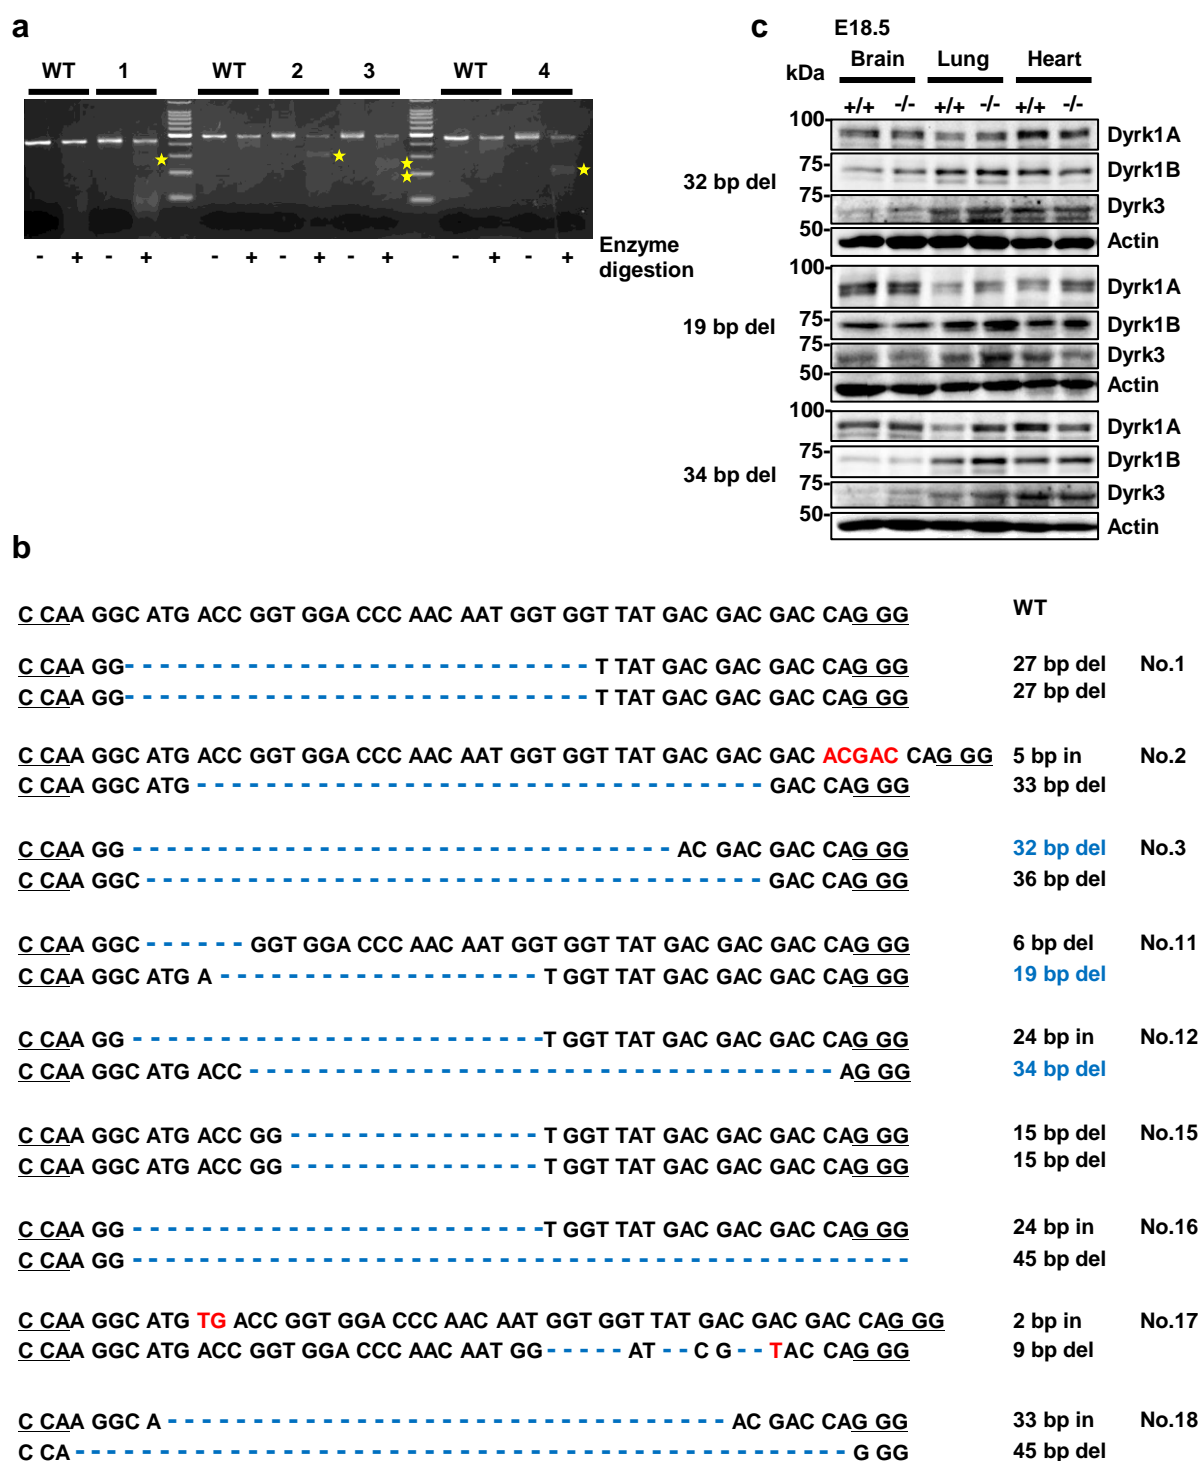

**Supplementary Figure 2. Generation of *Dyrk2*<sup>-/-</sup> mice by CRISPR/Cas9 nickase system**

**a** Gene editing efficiency of four candidate sgRNAs was determined using the GeneArt genomic cleavage detection assay in ES cell from C57BL/6J mice. Asterisks indicate cleavage fragment by enzyme digestion. **b** Indel mutations of founder mice generated by CRISPR/Cas9 nickase system. DNA sequencing analysis of the CRISPR target site in the C57BL/6J WT and founder mice. Indels (insertions, red characters; deletions, dashed lines) were identified at the sgRNA targeted loci. The PAM sequences are shown as underlined. Three mutated alleles (32, 19, and 34 bp del, blue characters) were observed in the founder mice. **c** Expression levels of Dyrk family (Dyrk1A, 1B, 3) in the brain, lung, and heart of the E18.5 WT and *Dyrk2*<sup>-/-</sup> mice.

## Supplementary Figure 3

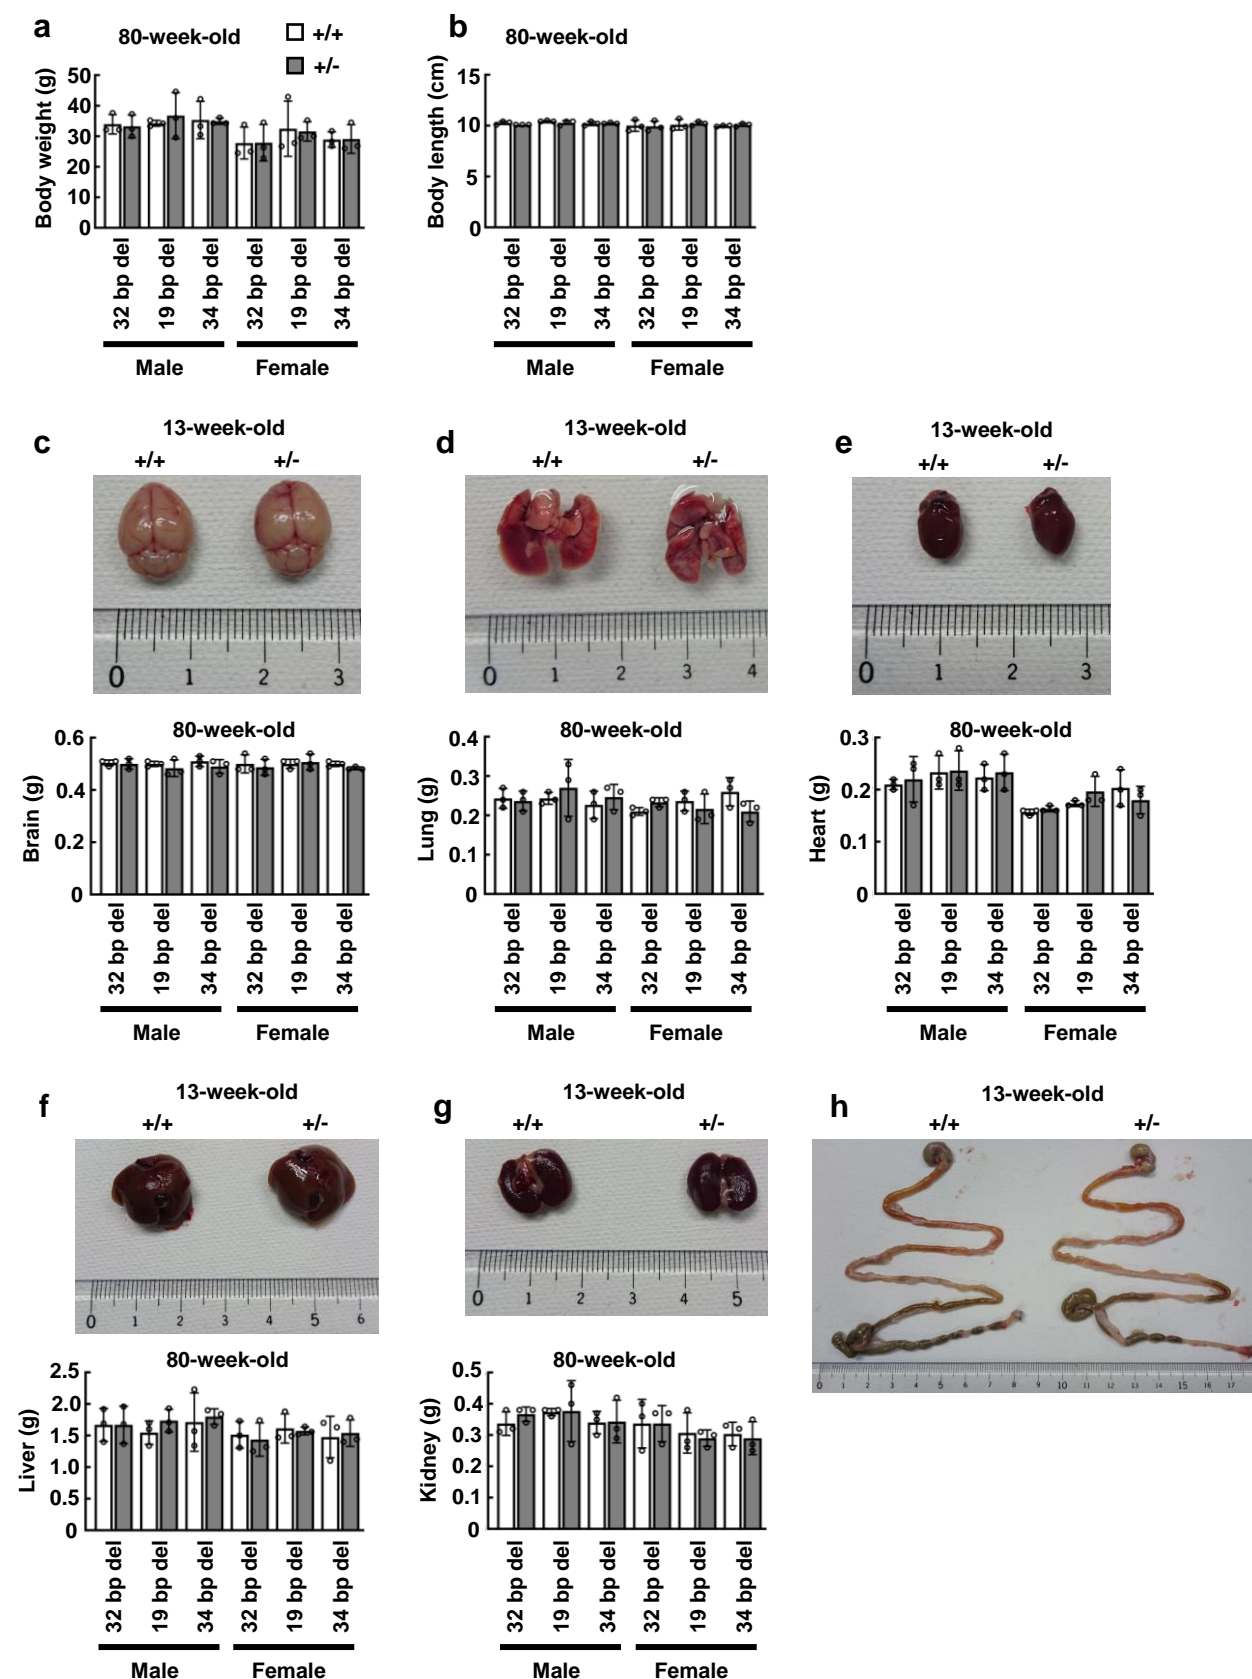

### Supplementary Figure 3. *Dyrk2*<sup>+/-</sup> mice show no significant difference

**a-b** Body weight (**a**), body length (**b**) in 80-week-old WT and *Dyrk2*<sup>+/-</sup> mice. **c-g** Gross morphology (13-week-old) and weight (80-week-old) of brain (**c**), lung (**d**), heart (**e**), liver (**f**), and kidney (**g**) in WT (n = 3) and *Dyrk2*<sup>+/-</sup> mice (n = 3). **h** Gross morphology of intestine in 13-week-old WT and *Dyrk2*<sup>+/-</sup> mice.

## Supplementary Figure 4

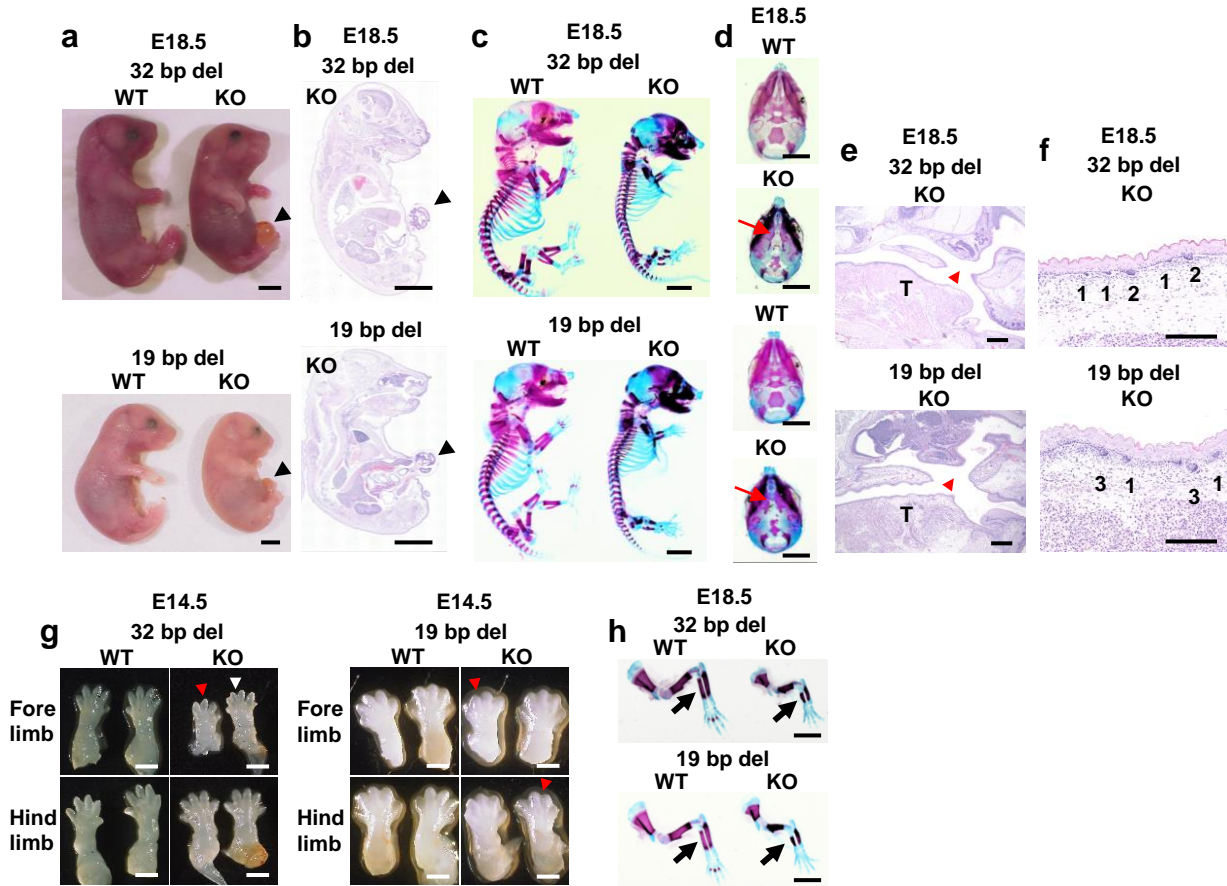

### Supplementary Figure 4. Loss of Dyrk2 causes multiple developmental abnormalities

**a** Lateral views of E18.5 embryos. Arrowheads; omphalocele. **b** Lateral views of H&E sections in E18.5 embryos. Arrowheads; omphalocele. **c** Lateral views of skeleton preps in E18.5 embryos. **d** Palatal shelves in E18.5 embryos. Red arrows; cleft palates. **e** H&E staining of palate in E18.5 embryos. Red arrowheads; cleft palates. T, tongue. **f** H&E staining of skin in E18.5 embryos. Numbers denote the stages of hair follicle morphogenesis. **g** Limb dysmorphology of E14.5 embryos. The red arrowheads; ectrodactyly. The white arrowhead; syndactyly and polydactyly. **h** Radial anomalies of E18.5 embryos. Black arrows; radial bones. Scale bar: 3 mm in (**a**, **b**, **c**, **d**, **h**), 400  $\mu$ m in (**e**), 200  $\mu$ m in (**f**), 1 mm in (**g**).

## Supplementary Figure 5

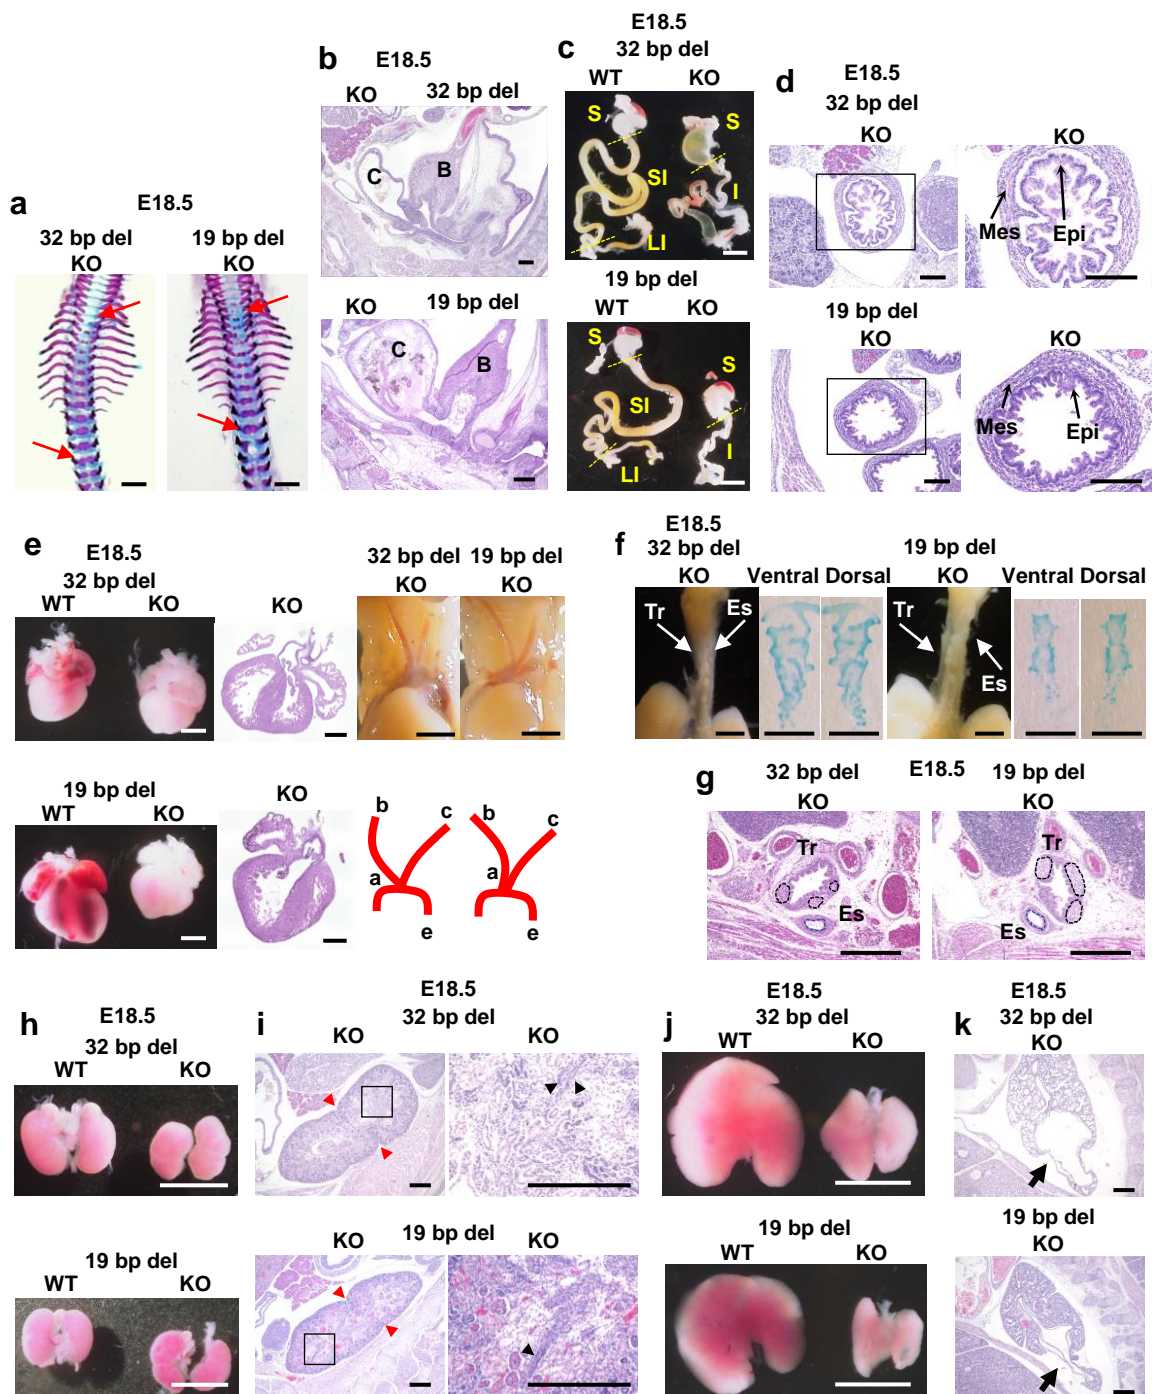

### Supplementary Figure 5. Loss of *Dyrk2* causes multiple developmental abnormalities

**a** Spine defects of E18.5 embryos. Red arrows; the lack of vertebral bodies and butterfly vertebrae. **b** H&E staining of the anus and cloaca in E18.5 embryos. B, bladder; C, cloaca. **c** Gross morphology of intestine in E18.5 embryos. S, stomach; SI, small intestine; LI, large intestine; I, intestine. **d** H&E staining of intestine in E18.5 embryos. Epi, epithelium; Mes, mesenchyme. **e** Gross morphology and H&E staining of the heart and cardiac outflow tract in E18.5 embryos. Insets in each frame is a schematic of the aortic arch with the aorta and tributaries. a, ascending aorta; b, brachiocephalic artery; c, left common carotid artery; e, descending aorta. **f** Gross morphology of trachea (Tr) and esophagus (Es), and alcian blue staining of cartilaginous rings in E18.5 embryos. **g** H&E staining of trachea (Tr) and esophagus (Es) in E18.5 embryos. Dashed black lines; cartilaginous rings. Dashed blue lines; esophagus. **h** Gross morphology of kidneys in E18.5 embryos. **i** H&E staining of kidneys in E18.5 embryos. Red arrowheads; the lobe folds. Black arrowheads; medullary collecting ducts. **j** Gross morphology of lungs in E18.5 embryos. **k** H&E staining of lungs in E18.5 embryos. Black arrows; lung cysts. Scale bar: 1.5 mm in (a), 3 mm in (c, h, j), 400  $\mu$ m in (b, g, i, k), 200  $\mu$ m in (d), 1 mm in (e, f).

## Supplementary Figure 6

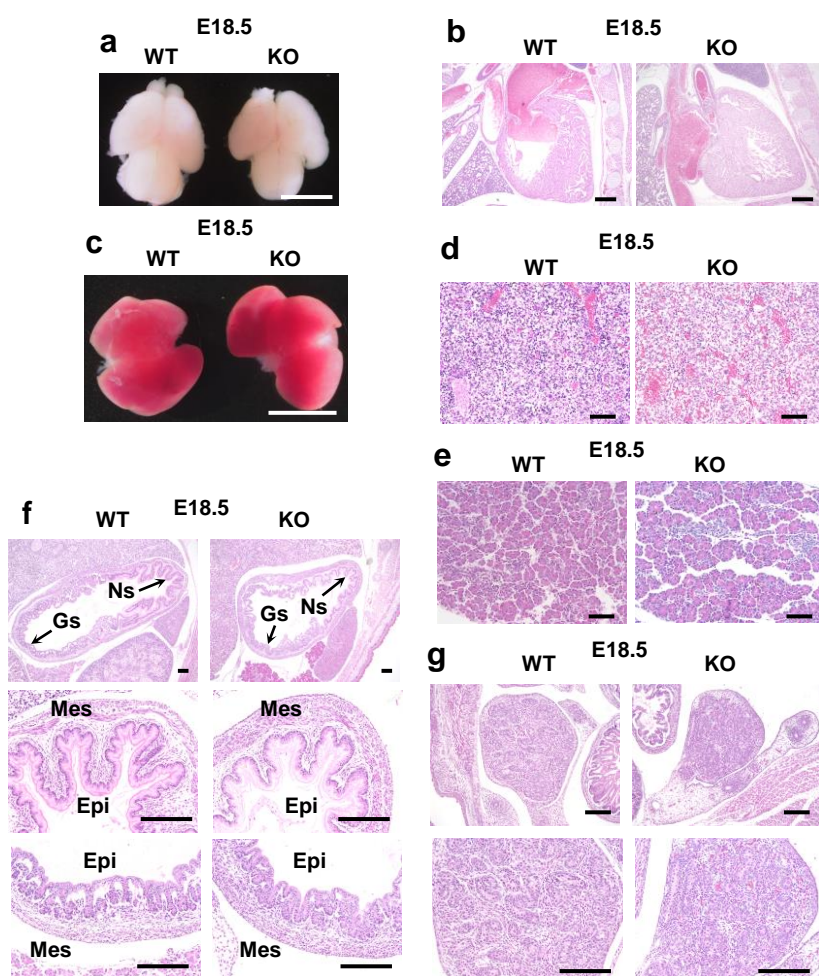

### Supplementary Figure 6. *Dyrk2*<sup>-/-</sup> embryos showed no morphological abnormalities

**a** Gross morphology of brain in E18.5 embryos. **b** H&E staining of heart in E18.5 embryos. **c** Gross morphology of liver in E18.5 embryos. **d** H&E staining of liver in E18.5 embryos. **e-g** H&E staining of pancreas (**e**), stomach (**f**), testis (**g**) in E18.5 embryos. Epi, epithelium; Mes, mesenchyme; Gs, glandular stomach; Ns, non-glandular stomach. Scale bar: 3 mm in (**a**, **c**), 400  $\mu$ m in (**b**), 100  $\mu$ m in (**d**, **e**), and 200  $\mu$ m in (**f**, **g**).

## Supplementary Figure 7

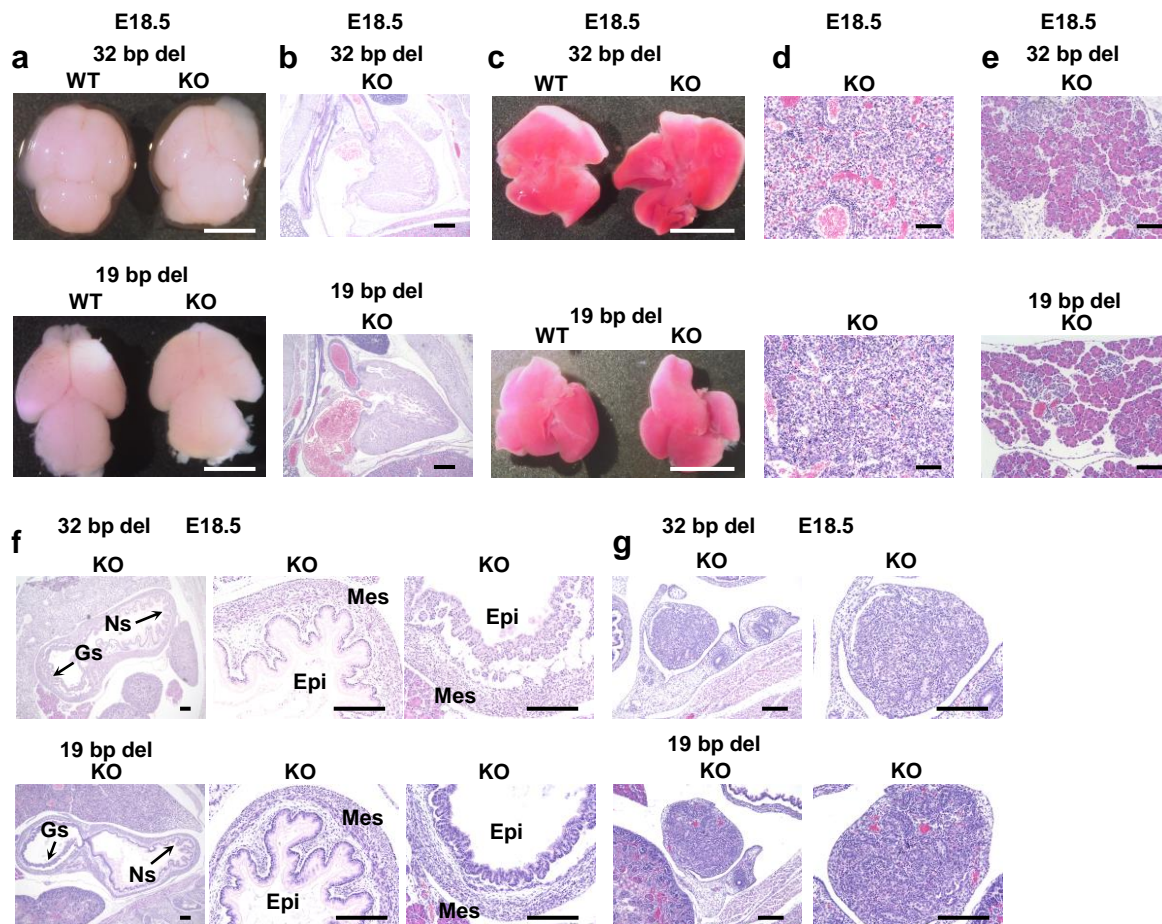

### Supplementary Figure 7. *Dyrk2*<sup>-/-</sup> embryos showed no morphological abnormalities

**a** Gross morphology of brain in E18.5 embryos. **b** H&E staining of heart in E18.5 embryos. **c** Gross morphology of liver in E18.5 embryos. **d** H&E staining of liver in E18.5 embryos. **e-g** H&E staining of pancreas (**e**), stomach (**f**), testis (**g**) in E18.5 embryos. Epi, epithelium; Mes, mesenchyme; Gs, glandular stomach; Ns, non-glandular stomach. Scale bar: 3 mm in (**a**, **c**), 400  $\mu$ m in (**b**), 100  $\mu$ m in (**d**, **e**), and 200  $\mu$ m in (**f**, **g**).

## Supplementary Figure 8

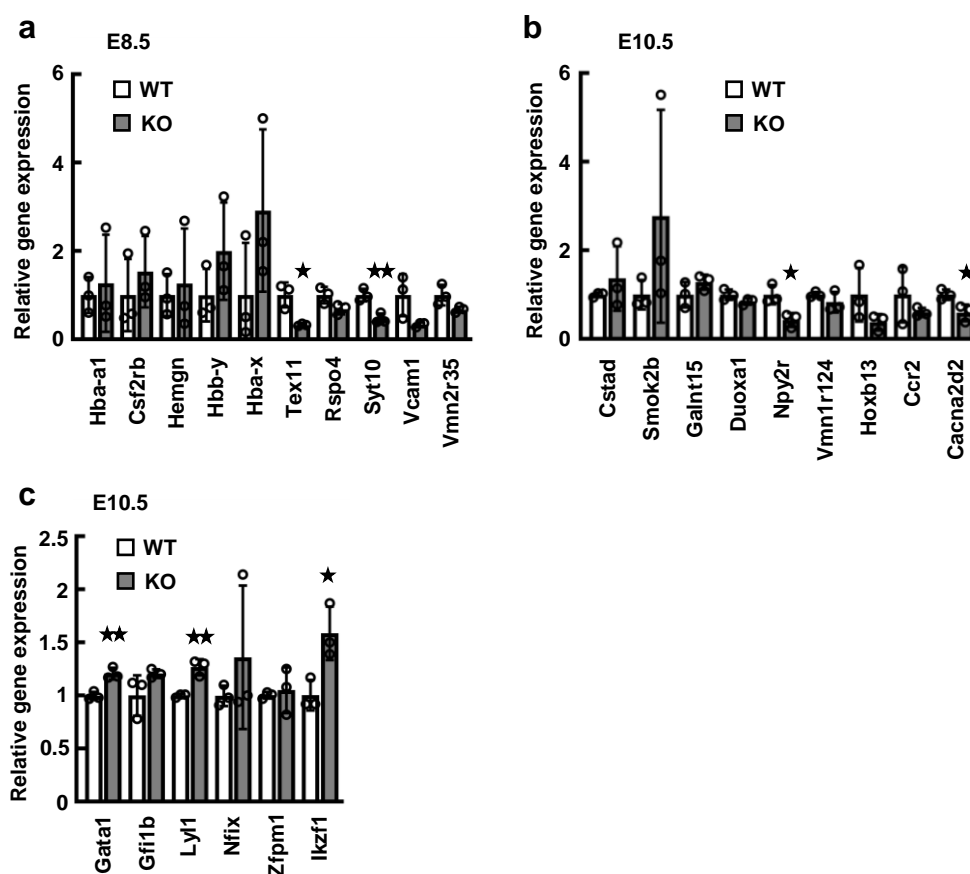

**Supplementary Figure 8. The expression levels of genes from the microarray data**

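Panels a and b of Supplementary Fig. 8 give qPCR for genes picked from the top of the microarray comparison. In panel a, *Hba-a1* was 30.7-fold higher on the E8.5 array labelled *Dyrk2*-/-, and *Csf2rb*, not well above background on the WT array, was at least 23.5-fold higher. *Hemgn* had 2 probes, of which the brightest was 1.09-fold higher and the other at least 4.59-fold higher. *Tex11* and *Vmn2r35* were well above background on the WT array only and were at least 3.33-fold and 1.22-fold lower. The other *Tex11* probe was not well above background on any array, and the other *Vmn2r35* probe was at least 1.70-fold lower. The other *Csf2rb* probes were not well above background at E8.5. The brightest *Vcam1* probe was 1.45-fold lower and the other at least 1.91-fold lower. The brightest *Rspo4* probe was not well above background at E8.5, and its other probe was at least 2.43-fold lower.

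In panel b, 7 of the 9 genes were well above background on 1 array of the E10.5 pair only. *Duoxa1*, *Npy2r*, *Vmn1r124*, *Hoxb13* and *Ccr2* were above it on the WT array alone, of all 4 arrays, and were at least 5.78-fold, 5.57-fold, 4.97-fold, 10.4-fold and 4.15-fold lower on the array labelled *Dyrk2*-/-. *Galnt15* and *Smok2b* were above it on the array labelled *Dyrk2*-/- alone, of all 4 arrays, and were at least 2.01-fold and 2.50-fold higher. The other probes of *Duoxa1*, *Npy2r* and *Galnt15* were not well above background on any array. *Vmn1r124*, *Hoxb13*, *Ccr2* and *Smok2b* have 1 probe each, so that the changes of these 7 genes rest on single probes. *Cacna2d2* was 1.03-fold lower at its brightest probe, while another of its 3 probes was at least 5.09-fold lower. *Cstad* was 1.07-fold higher at its brightest probe and at least 2.63-fold higher at the other.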

**a, b** Relative expression of top differentially expressed genes from the microarray data in E8.5 (**a**) and 10.5 (**b**) ( $n = 3$ ). **c** Relative expression of genes related to lymphocyte and erythrocyte development in E10.5 ( $n = 3$ ). Data are presented as the mean  $\pm$  SD. \* $p < 0.05$ ; \*\* $p < 0.01$ .

## Supplementary Figure 9

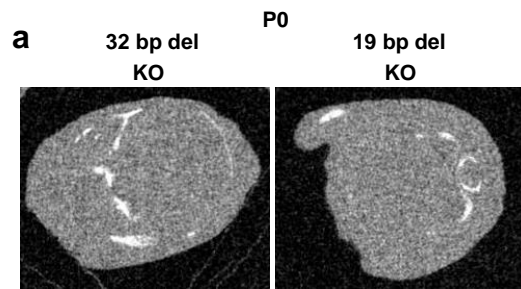

**Supplementary Figure 9. *Dyrk2*<sup>-/-</sup> mice show respiratory failure**  
**a** Micro-CT analysis of the lung from P0 *Dyrk2*<sup>-/-</sup> pups.

# Supplementary Figure 10

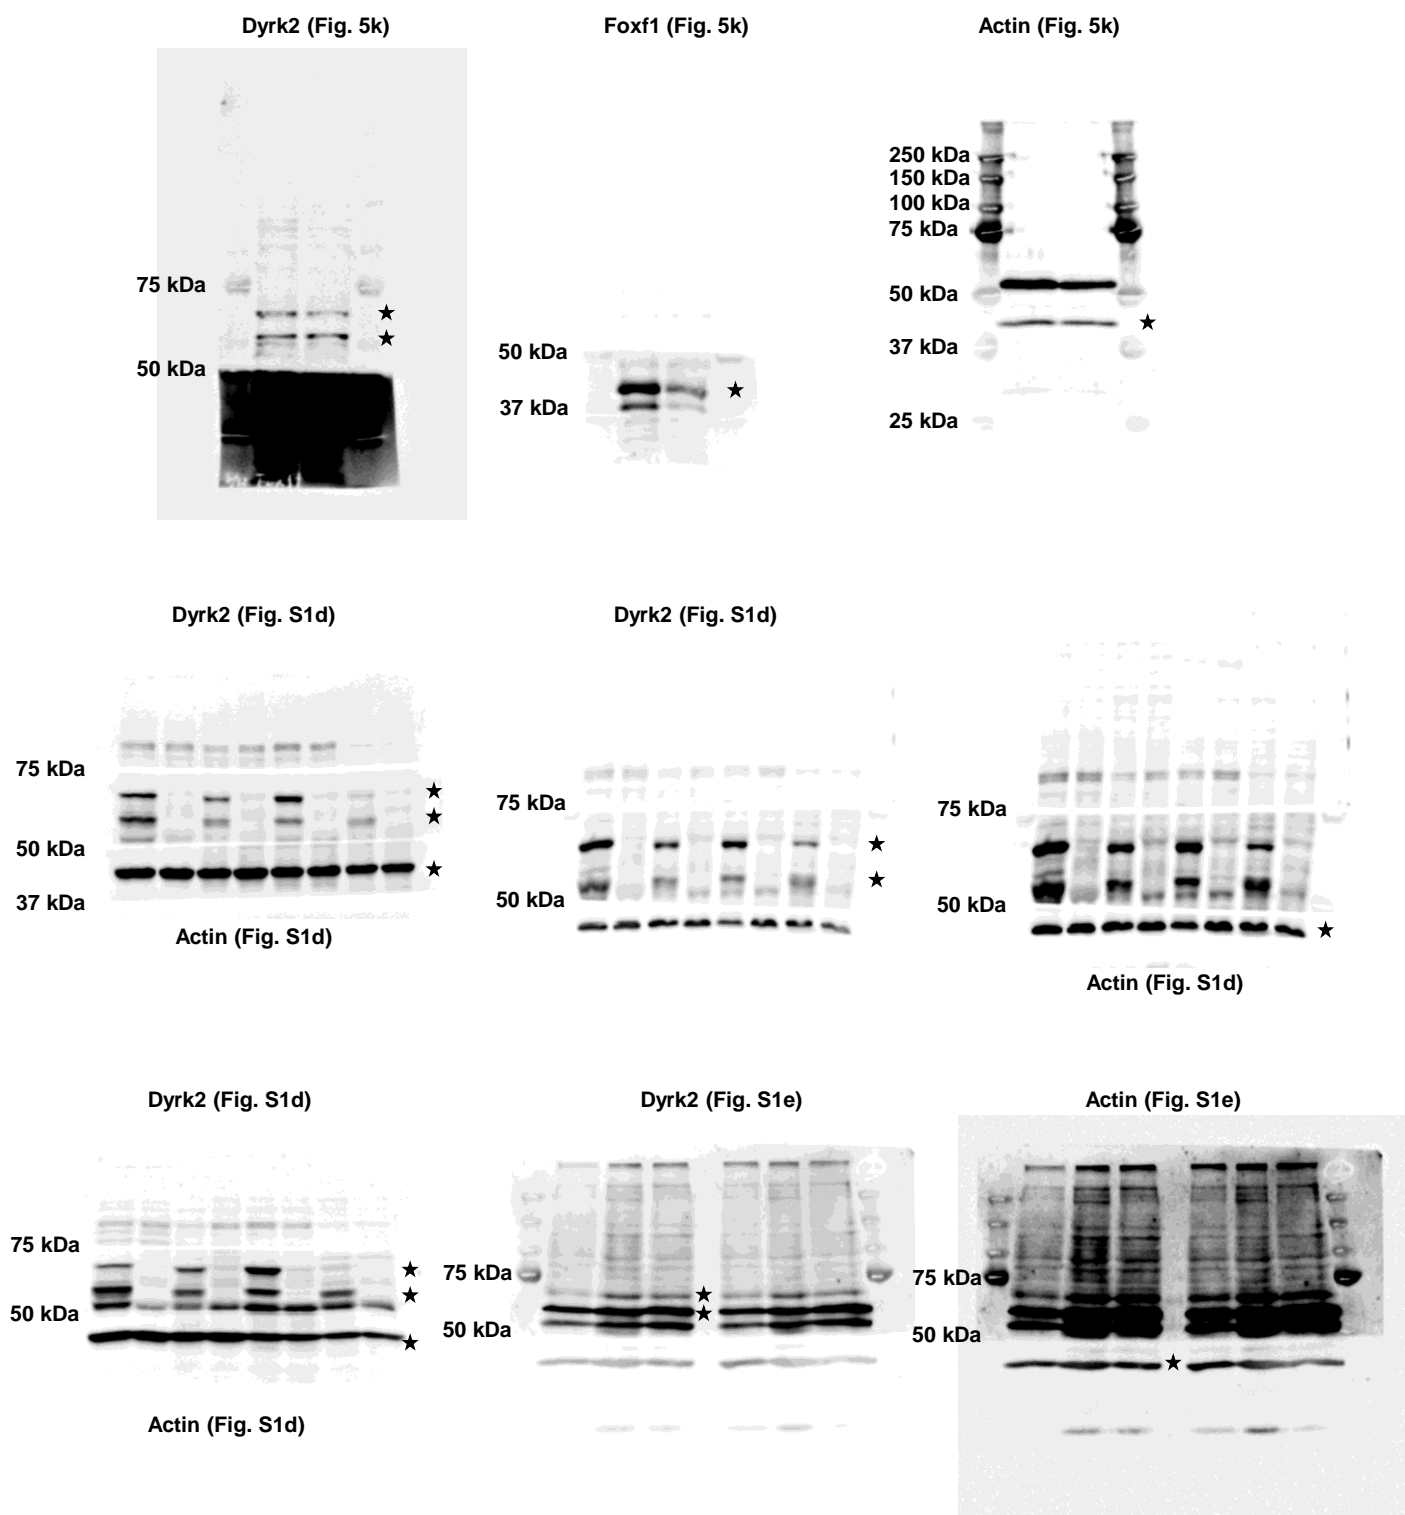

# Supplementary Figure 10 continued

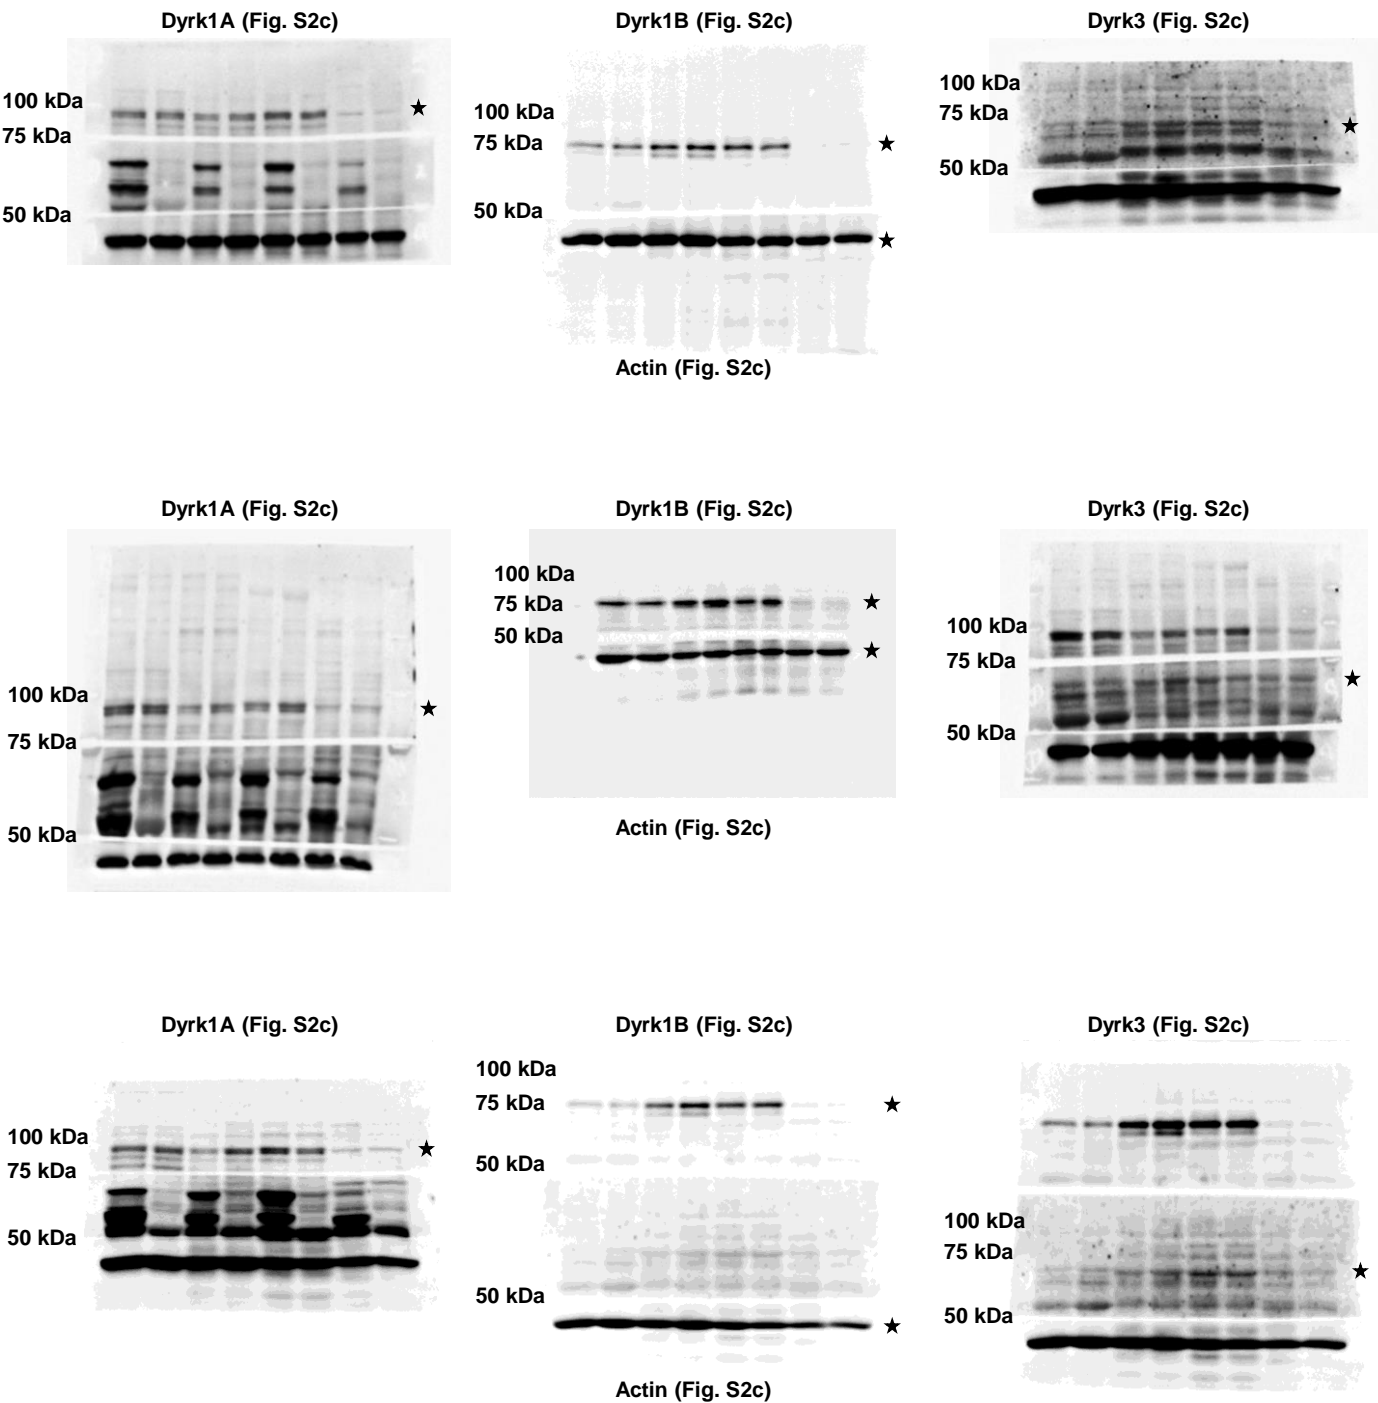

**Supplementary Figure 10.** Uncropped images of the immunoblots from Fig. 5k and Supplementary Fig. 1d, e, 2c. The asterisks highlight the bands shown in Fig. 5k and Supplementary Fig. 1d, e, 2c.

# Supplementary Figure 11

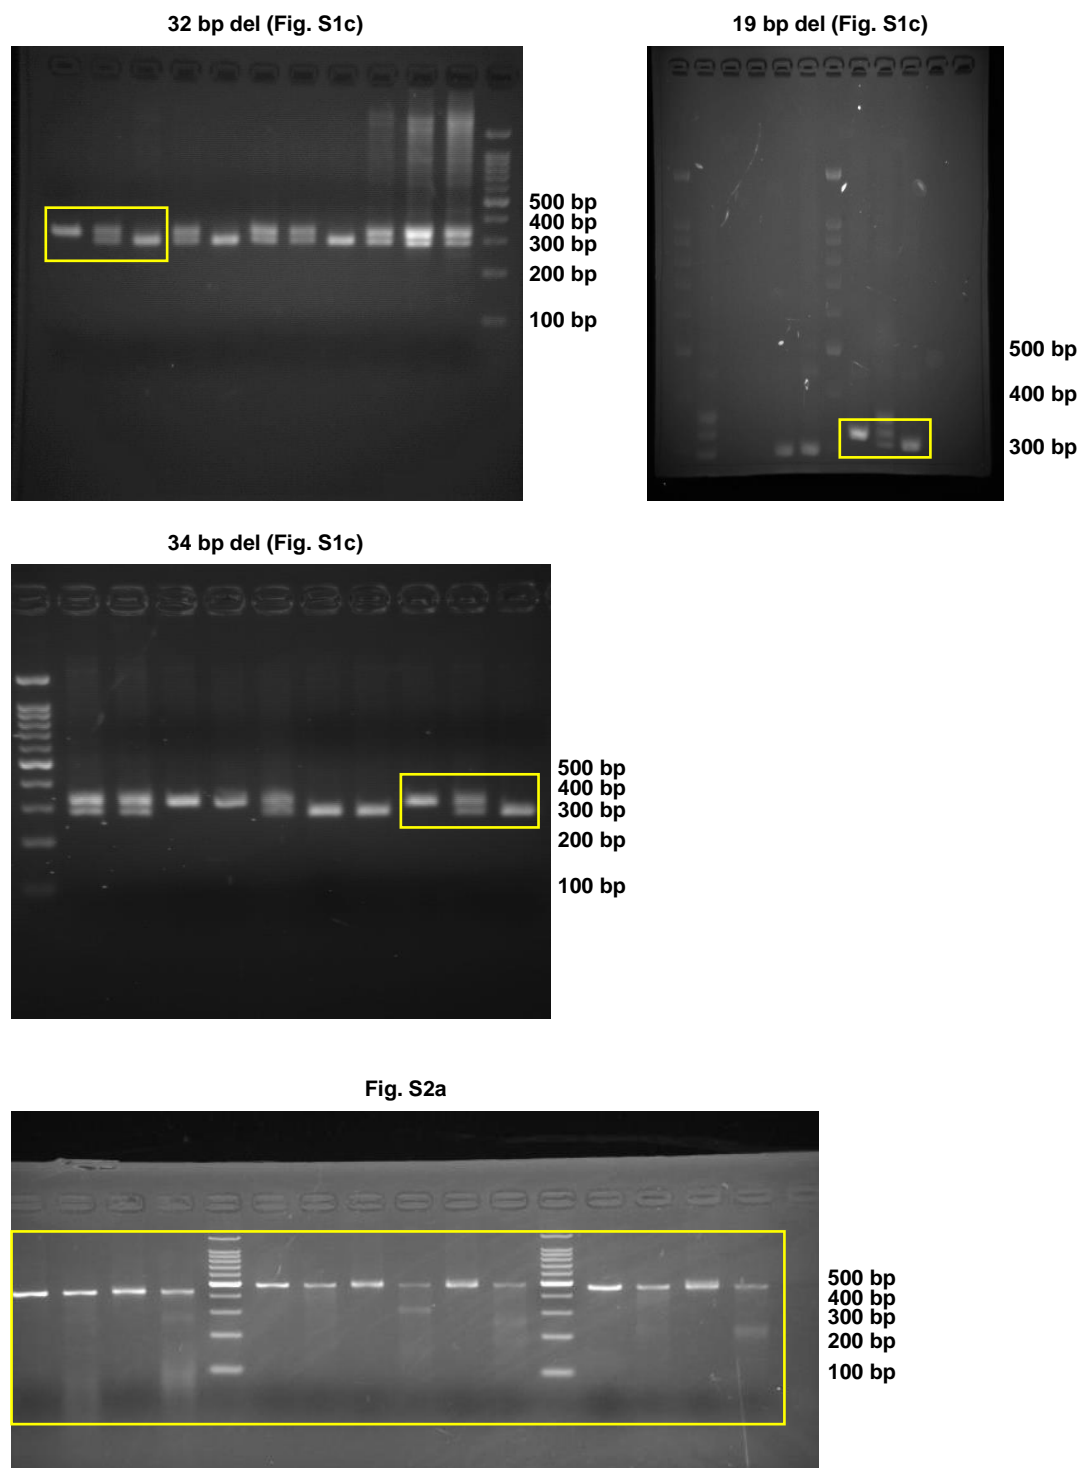

**Supplementary Figure 11.** Uncropped images of the gels from Supplementary Fig. 1c, 2a.

**Supplementary Table 1. Sequence for paired single guide RNAs (sgRNAs) and genotyping primer**

| Candidate             | Target  | Sequence                |
|-----------------------|---------|-------------------------|
| Candidate 1           | Forward | CCGCGGGAGAGGAACGTGCATGG |
|                       | Reverse | CATGTTAACCAGGAAACCTTCGG |
| Candidate 2           | Forward | TGGGTCCACCGGTCATGCCTTGG |
|                       | Reverse | GGTGGTTATGACGACGACCAGGG |
| Candidate 3           | Forward | GCACCTGCACGTACGATCCCTGG |
|                       | Reverse | TTACAGGTACGAGGTCCTCAAGG |
| Candidate 4           | Forward | CGAGGATCACTTCCGGAGCCCGG |
|                       | Reverse | ATGGCATGCCCATAGACATGTGG |
|                       |         |                         |
| Primer for genotyping |         |                         |
| Gene                  | Primer  | Sequence                |
| Dyrk2                 | Forward | CTCTCTGAAGTCCATGGAAGG   |
|                       | Reverse | GTGCTGGTGGACTTTGTGGT    |

**Supplementary Table 2. Indel mutation of F0 pups**

| No. of pups | Indel mutation                                  |
|-------------|-------------------------------------------------|
| No.1        | 27 bp and 27 bp deletion                        |
| No.2        | 5 bp insertion and 33 bp deletion               |
| No.3        | 32 bp and 36 bp deletion                        |
| No.4        | WT                                              |
| No.11       | 6 bp and 19 bp deletion                         |
| No.12       | 24 bp and 34 bp deletion                        |
| No.13       | WT                                              |
| No.14       | WT                                              |
| No.15       | 15 bp and 15 bp deletion                        |
| No.16       | 24 bp and 45 bp deletion                        |
| No.17       | 2 bp insertion and 9 bp deletion and a mutation |
| No.18       | 33 bp and 45 bp deletion                        |
| No.19       | WT                                              |

**Supplementary Table 3. Survival of *Dyrk2*<sup>-/-</sup> mice**

|                                              |             |             |           |              |                                |          |
|----------------------------------------------|-------------|-------------|-----------|--------------|--------------------------------|----------|
| <b>32 bp del</b>                             | +/+         | +/-         | -/-       |              |                                |          |
| E18.5                                        | 20          | 44          | 23        |              |                                |          |
| P0                                           | 6           | 12          | 0 (7)     |              |                                |          |
| 4W                                           | 27          | 84          | 0         |              |                                |          |
|                                              |             |             |           |              |                                |          |
| <b>19 bp del</b>                             | +/+         | +/-         | -/-       |              |                                |          |
| E18.5                                        | 15          | 38          | 13        |              |                                |          |
| P0                                           | 5           | 16          | 0 (7)     |              |                                |          |
| 4W                                           | 35          | 56          | 0         |              |                                |          |
|                                              |             |             |           |              |                                |          |
| <b>34 bp del</b>                             | +/+         | +/-         | -/-       |              |                                |          |
| E18.5                                        | 44          | 71          | 34        |              |                                |          |
| P0                                           | 7           | 6           | 0 (1)     |              |                                |          |
| 4W                                           | 39          | 104         | 0         |              |                                |          |
|                                              |             |             |           |              |                                |          |
| <b>Total<br/>(all deletion<br/>patterns)</b> | +/+         | +/-         | -/-       | <b>Total</b> | <b><math>\chi^2</math> 2df</b> | <b>P</b> |
| E18.5                                        | 79 (75.5)   | 153 (151)   | 70 (75.5) | 302          | 0.589                          | 0.74     |
| P0                                           | 18 (16.75)  | 34 (33.5)   | 0 (16.75) | 67           | 16.851                         | 0.0002   |
| 4W                                           | 101 (86.25) | 244 (172.5) | 0 (86.25) | 345          | 118.409                        | 0        |

Actual and expected numbers and  $\chi^2$  analysis of progeny from intercrosses of *Dyrk2*<sup>+/-</sup> mice with 2 degrees of freedom. The number of dead neonates in each deletion pattern is shown in parentheses. In total column, expected numbers for each genotype based on Mendelian ratios of 1:2:1 are indicated in parentheses. P is the statistical significance value.

**Supplementary Table 4. Primers for quantitative PCR**

| Gene      | Primer  | Sequence               |
|-----------|---------|------------------------|
|           | Reverse | ctatagcgggtggagtggaa   |
| Foxa2     | Forward | aagtagccaccacacttcagg  |
|           | Reverse | tgtggcccatctatttaggg   |
| Sox9      | Forward | gtacccgcatctgcacaac    |
|           | Reverse | ctcctccacgaagggtctct   |
| Notch1    | Forward | ggatgctgactgcatggat    |
|           | Reverse | aatcatgaggggtgtgaagc   |
| Pax1      | Forward | cggacgtttatggagcaaac   |
|           | Reverse | tccatctgggggagtagg     |
| Scx       | Forward | gagaacacccagcccaaac    |
|           | Reverse | ttctgtcacggtctttgctc   |
| Hoxd12    | Forward | tcttgctgcatcttactg     |
|           | Reverse | accaggaattcgttctccagct |
| Hoxd13    | Forward | ggaacagccaggtgtactgtg  |
|           | Reverse | ggctggtttaaagccacatc   |
| Foxf2     | Forward | gcagagctacttgaccaga    |
|           | Reverse | ttgaggacgaaatctttcctgt |
| Foxl1     | Forward | ccatgaagaagggacaaagc   |
|           | Reverse | ccaccggggagtcttaag     |
| Cdx2      | Forward | caccatcaggaggaaaagtga  |
|           | Reverse | ctgcggttctgaaacaaat    |
| Nkx2.1    | Forward | aaaactgcgggatctgag     |
|           | Reverse | tgctttggactcatcgacat   |
| Foxp2     | Forward | gaccctggagaggactaaag   |
|           | Reverse | cttgagtgaggctctaagtca  |
| Brachyury | Forward | cagcccactactggctcta    |
|           | Reverse | gagcctgggggtgatggta    |
| Tbx4      | Forward | ctgcatgagaaggagctgtg   |
|           | Reverse | ttgtagctggggaacatcct   |

|              |                    |                                                 |
|--------------|--------------------|-------------------------------------------------|
| Tbx5         | Forward<br>Reverse | ggatgtctcggatgcaaagt<br>ggttggaggtgactttgtgc    |
| Fgf10        | Forward<br>Reverse | cgggaccaagaatgaagact<br>gcaacaactccgatttcac     |
| Fgfr2b       | Forward<br>Reverse | gggataaatagctccaatgc<br>tcacaggcgcttgctgttg     |
| Shh          | Forward<br>Reverse | ccaattacaacccgacatc<br>gcatttaactgtctttgcacct   |
| Foxf1        | Forward<br>Reverse | agcatctccacgcactcc<br>tgtgagtataccgagggatg      |
| Podoplanin   | Forward<br>Reverse | gccagtgtgttctgggttt<br>tctcctgtacctggggtcac     |
| SP-C         | Forward<br>Reverse | ggctctgatggagagtccac<br>gatgagaaggcgtttgaggt    |
| Vegfr2       | Forward<br>Reverse | ccccaaattccattatgacaa<br>cggctctttcgcttactgtt   |
| $\alpha$ SMA | Forward<br>Reverse | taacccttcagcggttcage<br>acatagctggagcagcgctt    |
| Myocd        | Forward<br>Reverse | gcaagggcagaaacaggtc<br>atctgagcagttggaatggac    |
| Hoxb7        | Forward<br>Reverse | ctggatgcgaagctcagg<br>ccgagtcaggtagcgattgta     |
| Wif1         | Forward<br>Reverse | ccaaggagacctgtgctctaa<br>tctcgacctggcacttggt    |
| Hba-a1       | Forward<br>Reverse | tgacagactcaggaagaaacca<br>gggaagctagcaaacatcctt |
| Csf2rb       | Forward<br>Reverse | atctgggcatccagctcat<br>agctgatgctgacgttcttg     |
| Hemgn        | Forward<br>Reverse | cctgaagctcacccacaga<br>tctcagactccaagatccaatg   |
| Hbb-y        | Forward<br>Reverse | tggtgaagccttgggaag<br>ctttgacccttgggttgc        |
| Hba-x        | Forward<br>Reverse | catcatgtccatgtgggaga<br>ggggtagctgcagaagagc     |

|          |                    |                                                     |
|----------|--------------------|-----------------------------------------------------|
| Tex11    | Forward<br>Reverse | tgcacataaggccatgaaaa<br>ttgtgcatgcatacgtgt          |
| Rspo4    | Forward<br>Reverse | tctgagtccaggaagtgcctat<br>tgttcttctgcctgggattt      |
| Syt10    | Forward<br>Reverse | catctttccagccgatagga<br>cgctaacaggctgactgaaa        |
| Vcam1    | Forward<br>Reverse | tcttacctgtgcgtgtgac<br>actggatcttcagggaatgagt       |
| Vmn2r35  | Forward<br>Reverse | gaggtggccacaggaagtaaaa<br>caggggctgcaaacagaaca      |
| Cstad    | Forward<br>Reverse | tcccagctactcaggcaatc<br>caggtcacccaagagatgct        |
| Smok2b   | Forward<br>Reverse | acgtggggcacagtagagtc<br>ggcatcctctggtgatcttc        |
| Galnt15  | Forward<br>Reverse | gccccctcctcagcagaat<br>cacgtctatgactggagacacc       |
| Duoxa1   | Forward<br>Reverse | gaagcagaattcaagctctgg<br>aagggcagtgtgtgtccaa        |
| Npy2r    | Forward<br>Reverse | acgcgcaagagtcaatacag<br>ccatagggctccactttcac        |
| Vmn1r124 | Forward<br>Reverse | ttctcttcttcatgaggcttg<br>aaagtgcagatactggggaaga     |
| Hoxb13   | Forward<br>Reverse | ggaaagcagcgtttgcag<br>ttgctatagggaatgcgtttt         |
| Ccr2     | Forward<br>Reverse | acctgtaaatgccatgcaagt<br>tgtcttcatttcctttgatttg     |
| Cacna2d2 | Forward<br>Reverse | cagcaaaactgaaggattttgag<br>ttcaagtccttgcaatactctctc |
| Gata1    | Forward<br>Reverse | ccctgaactcgtcataccact<br>gaacactggggttgaacctg       |
| Gfi1b    | Forward<br>Reverse | gttgctgaaccagagccttc<br>ttgggggtgtcacgagagg         |
| Ly11     | Forward<br>Reverse | gcaggacccttcagcatct<br>ccaccttctggggttggt           |

|       |         |                            |
|-------|---------|----------------------------|
| Nfix  | Forward | tgtttgggtctttcgctgtt       |
|       | Reverse | cgaaattgttcccaagtgc        |
| Zfpml | Forward | gcccctgcagagtctttt         |
|       | Reverse | aaggtttcactctcttagtagtctgc |
| Ikzf1 | Forward | tgccacaactacttggaagc       |
|       | Reverse | ctctctgctctatcttcaca       |
| 36B4  | Forward | ggccctgcactctcgcttc        |
|       | Reverse | tgccaggacgcgcttgt          |

**Supplementary Table 5. Antibody list**

| Antibody                | Dilution                              | Company,<br>Catalog code               |
|-------------------------|---------------------------------------|----------------------------------------|
| DYRK2                   | 1:1000 (WB)<br>1:3000 or 1:1000 (IHC) | SIGMA<br>HPA027230                     |
| DYRK1A                  | 1:1000 (WB)                           | Cell Signaling Technology<br>#2771     |
| DYRK1B                  | 1:1000 (WB)                           | Cell Signaling Technology<br>#5672     |
| DYRK3                   | 1:1000 (WB)                           | SIGMA<br>SAB2105219                    |
| Actin                   | 1:2000 (WB)                           | Lab vision<br>MS-1295-P0               |
| FoxF1                   | 1:1000 (WB)<br>1:200 (IHC)            | R&D systems<br>AF4798                  |
| E-Cadherin              | 1:400 (IHC)                           | Cell Signaling Technology<br>#3195     |
| Podoplanin              | 1:500 (IHC)                           | abcam<br>ab11936                       |
| Prosurfactant Protein C | 1:1000 (IHC)                          | abcam<br>ab90716                       |
| VEGFR2                  | 1:50 (IHC)                            | Cell Signaling Technology<br>#2479     |
| CC10                    | 1:400 (IHC)                           | Santa Cruz<br>sc-390313                |
| FoxJ1                   | 1:50 (IHC)                            | Thermo Fisher Scientific<br>14-9965-82 |
| Acetylated Tubulin      | 1:3000 or 1:5000 (IHC)                | SIGMA<br>T6793                         |
| Ki67                    | 1:500 (IHC)                           | BD Biosciences<br>550609               |
| Cleaved Caspase-3       | 1:1000 (IHC)                          | Cell Signaling Technology<br>#9664     |

**Supplementary Table 6. GO analysis**

| <b>GO analysis E8.5</b>  |       |           |
|--------------------------|-------|-----------|
| GO term                  | Count | P_value   |
| Homeobox                 | 28    | 2.40E-06  |
| Oxygen transport         | 8     | 5.64E-07  |
| EGF-like domain          | 24    | 4.64E-06  |
| Transcription regulation | 96    | 4.25E-05  |
| Transcription            | 97    | 9.24E-05  |
| Blood coagulation        | 6     | 0.0186205 |
| Hemostasis               | 6     | 0.0186205 |
| Collagen                 | 8     | 0.0301141 |
| Heme                     | 14    | 0.0076063 |
| Iron                     | 17    | 0.2513488 |
|                          |       |           |
| <b>GO analysis E10.5</b> |       |           |
| GO term                  | Count | P_value   |
| Homeobox                 | 27    | 2.09E-08  |
| Oxygen transport         | 6     | 3.90E-05  |
| Heme biosynthesis        | 4     | 0.00505   |
| Porphyrin biosynthesis   | 3     | 0.0168293 |
| Actin capping            | 3     | 0.0701867 |
| Transcription regulation | 65    | 0.0056317 |
| Transcription            | 65    | 0.0117723 |
| Voltage-gated channel    | 10    | 0.0089154 |
| Sodium transport         | 8     | 0.0274232 |
| Sodium                   | 8     | 0.0363235 |

# Supplementary material for: Mice lacking DYRK2 exhibit congenital malformations with lung hypoplasia and altered Foxf1 expression gradient
**Source:** Commun Biol. 2021 Oct 20;4:1204. doi: 10.1038/s42003-021-02734-6
**Supplement:** Supplementary file 3 — Description of Additional Supplementary Files

## Description of Additional Supplementary Files

**File name:** Supplemental Movie 1

**Description:** *Respiratory movements involving the whole-body muscles immediately after birth in WT mice.* Normal respiratory movement was observed in E18.5 WT mice.

**File name:** Supplemental Movie 2

**Description:** *Respiratory movements involving the whole-body muscles immediately after birth in Dyrk2<sup>-/-</sup> mice.* The E18.5 Dyrk2<sup>-/-</sup> mice were shown in deep respiratory movements involving the whole-body muscles but failed to initiate normal breathing.

**File name:** Supplementary Data 1

**Description:** *Summary of the abnormal phenotypes in Dyrk2<sup>-/-</sup> mice.* The summary of abnormal phenotypes in 3 different Dyrk2<sup>-/-</sup> mice lines. Detailed abnormal phenotypes of each organ are indicated in parentheses.

**File name:** Supplementary Data 2

**Description:** *Source data underlying plots shown in figures.* Each sheet shows the raw data for each individual figure. The sheets are named according to the figure number.

# Supplementary material for: Mice lacking DYRK2 exhibit congenital malformations with lung hypoplasia and altered Foxf1 expression gradient
**Source:** Commun Biol. 2021 Oct 20;4:1204. doi: 10.1038/s42003-021-02734-6
**Supplement:** Supplementary file 8 — Reporting Summary

## Reporting Summary

Nature Research wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Research policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

### Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

n/a Confirmed

- ☐ ☒ The exact sample size ( $n$ ) for each experimental group/condition, given as a discrete number and unit of measurement
- ☐ ☒ A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly
- ☐ ☒ The statistical test(s) used AND whether they are one- or two-sided  
*Only common tests should be described solely by name; describe more complex techniques in the Methods section.*
- ☒ ☐ A description of all covariates tested
- ☒ ☐ A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons
- ☐ ☒ A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals)
- ☐ ☒ For null hypothesis testing, the test statistic (e.g.  $F$ ,  $t$ ,  $r$ ) with confidence intervals, effect sizes, degrees of freedom and  $P$  value noted  
*Give  $P$  values as exact values whenever suitable.*
- ☒ ☐ For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings
- ☒ ☐ For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes
- ☒ ☐ Estimates of effect sizes (e.g. Cohen's  $d$ , Pearson's  $r$ ), indicating how they were calculated

*Our web collection on [statistics for biologists](#) contains articles on many of the points above.*

### Software and code

Policy information about [availability of computer code](#)

Data collection

PicoReal96, Chemiluminescence imaging system, Fluorescence microscope, Latheta LCT-200, Digital camera (Nikon, D5500)

Data analysis

Image J, DAVID Bioinformatics Resources 6.8, The Comprehensive R Archive Network with R (version 3.6.1), online calculation chi-square tool (<http://www.quantpsy.org>), GraphPad Prism 9.0.0

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Research [guidelines for submitting code & software](#) for further information.

### Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A list of figures that have associated raw data
- A description of any restrictions on data availability

Microarray data can be accessed through the Gene Expression Omnibus (GEO) under the NCBI accession number GSE146614. Source data for all graphs in this article are included in Supplementary Data 2. Uncropped data for all blots and gels in this article are included in Supplementary Fig. 10 and 11.

## Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://www.nature.com/documents/nr-reporting-summary-flat.pdf)

## Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

|                 |                                                                                        |
|-----------------|----------------------------------------------------------------------------------------|
| Sample size     | Sample size are described in figure legends.                                           |
| Data exclusions | No data was excluded from the analysis.                                                |
| Replication     | All attempts replicated similar results. We have provided protocol on methods section. |
| Randomization   | No randomization was used in this study.                                               |
| Blinding        | No blinding was done in this study.                                                    |

## Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

| Materials & experimental systems    |                                                                 | Methods                             |                                                 |
|-------------------------------------|-----------------------------------------------------------------|-------------------------------------|-------------------------------------------------|
| n/a                                 | Involved in the study                                           | n/a                                 | Involved in the study                           |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Antibodies                  | <input checked="" type="checkbox"/> | <input type="checkbox"/> ChIP-seq               |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Eukaryotic cell lines       | <input checked="" type="checkbox"/> | <input type="checkbox"/> Flow cytometry         |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Palaeontology and archaeology          | <input checked="" type="checkbox"/> | <input type="checkbox"/> MRI-based neuroimaging |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Animals and other organisms |                                     |                                                 |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Human research participants            |                                     |                                                 |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Clinical data                          |                                     |                                                 |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Dual use research of concern           |                                     |                                                 |

## Antibodies

|                 |                                                                                                                                    |
|-----------------|------------------------------------------------------------------------------------------------------------------------------------|
| Antibodies used | All the antibodies are commercial available, and the name of supplier and cataloger number are described in Supplementary table 5. |
| Validation      | Validation is available on the manufacturer's website for use in mouse and human samples.                                          |

## Eukaryotic cell lines

Policy information about [cell lines](#)

|                                                                      |                                                                                     |
|----------------------------------------------------------------------|-------------------------------------------------------------------------------------|
| Cell line source(s)                                                  | Mouse ES cell (C57BL/6J strain)                                                     |
| Authentication                                                       | None of the cell lines used were authenticated.                                     |
| Mycoplasma contamination                                             | Cell lines were not tested for mycoplasma contamination.                            |
| Commonly misidentified lines<br>(See <a href="#">ICLAC</a> register) | The cell lines used in this study are not in the commonly misidentified lines list. |

## Animals and other organisms

Policy information about [studies involving animals](#); [ARRIVE guidelines](#) recommended for reporting animal research

|                    |                                                                                                                                                                           |
|--------------------|---------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Laboratory animals | Generation of DYRK2-deficient mice are described in Result, Methods, and Supplementary information. We mainly focus on the mice at age of E10.5, E11.5, E14.5, and E18.5. |
|--------------------|---------------------------------------------------------------------------------------------------------------------------------------------------------------------------|

|                         |                                                                                                                                                                                |
|-------------------------|--------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Wild animals            | The study did not involve wild animals.                                                                                                                                        |
| Field-collected samples | The study did not involve samples collected from the field.                                                                                                                    |
| Ethics oversight        | All animal experiments were approved by the Animal Care and Experimentation Committee of Gunma University and Institutional Animal Care and Use Committee of Jikei University. |

Note that full information on the approval of the study protocol must also be provided in the manuscript.

How the deposited data were processed for this re-analysis (not part of the article)

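RNA of whole WT and *Dyrk2*-/- embryos at E8.5 and E10.5 was measured on 4 one-colour Agilent SurePrint G3 mouse arrays of 1 slide, with 1 array per genotype and stage. The paper's text does not give the number of embryos behind each RNA. The authors deposited the scanner output of each array, made with Feature Extraction 10.7.1.1, whose processed intensity is linear, background-subtracted and corrected for position within the array but not scaled between arrays. The authors also deposited a table of linear intensities in which the 4 arrays share 1 distribution, and its log2 values differed from quantile-normalized log2 values of the scanner output by a median of 0.01. Each array holds 62976 spots, of which 59305 are not controls.

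Log2 of the processed intensity was averaged over the spots of a probe, without spots marked as outliers, and the 75th percentile of each array was subtracted. A probe counted as well above background on an array where at least as many of its spots were so marked as not by the scanner software. Probes well above background on at least 1 array of a pair were compared, and a probe was called changed at 1.5-fold or more, the threshold the paper states. A gene was represented by its brightest probe. Gene names came from the RefSeq accession of the probe where the reference table holds it, which renamed 1535 probes, and coordinates are those of the array annotation (mm9). For a probe well above background on 1 array of a pair, the fold was computed against the higher of the value on the dimmer array and the lowest value of any probe well above background on that array, which was −4.82 and −4.53 at E8.5 and −4.72 and −4.77 at E10.5 (log2, WT and then the array labelled *Dyrk2*-/-), and it is given as a bound. Probes were counted as changed from their values without this bound.

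With 1 array per group no test between genotypes was made at a stage, and the number of arrays limits the precision. The percentile of a list's median was taken among 10000 random lists of the same size, drawn with seed 1 from 50 bins of mean signal. The genotype over both stages was tested with limma 3.58.1 (lmFit, then eBayes with an intensity trend), with the embryonic day as a block and 1 residual degree of freedom, over probes well above background on at least 2 arrays, with Benjamini-Hochberg adjustment. The residual of this fit is the difference of the genotype effect between the stages. A stage axis was computed as the mean of both E10.5 arrays minus the mean of both E8.5 arrays, over genes well above background on all 4 arrays. R 4.3.3, data.table 1.17.8, Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1 were used.

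The steps were tested on simulated data in which 200 probes were changed 2-fold. The fold threshold recovered 199 of them at E8.5 and 200 at E10.5 and called 0 others, and limma recovered 200 and called 9 others. The simulated pairs held 31370 probes at E8.5 and 31818 at E10.5, the numbers well above background on the WT arrays. Without replicate arrays the spread between embryos was not known. These counts therefore check the steps only and give no rate of false calls among the probes called on the real arrays.

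The alternatives tried were quantile normalization, a normexp background correction with an offset of 50, scaling by the median of the spike-in control probes (7 of 10 were well above background on all 4 arrays), no scaling between arrays, the deposited table in place of the scanner output, a filter on both arrays of a pair or on all 4, no filter, a Z-score over 2 or less than −2 beside the 1.5-fold threshold, a 2-fold threshold, 1 probe per gene, the mean over all probes of a gene, and limma without the intensity trend. The Z-score was taken over all tested probes or within a sliding window of 500 probes of similar signal. The results, these alternatives and the lists of genes were fixed before the data were examined. The width of the window, the 50 bins, the spread of 0.13 (log2) within which 2 log2 ratios were read as equal, the tolerance of 0.1 for a correlation, the list of X-linked genes that escape inactivation and the regions of satellite-like transcripts were chosen after the files had been seen.

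The genes named are *Dyrk2* and its family, the genes of Fig. 3, Fig. 5j and Supplementary Fig. 8, *Rplp0*, Fox genes changed 1.5-fold or more at a stage, the 5 largest rises and 5 largest falls at each stage among probes well above background on both arrays, and the probes past limma's threshold. Lists of hemoglobin, homeobox, Hox and Fox genes were built from names and descriptions, and lists of genes of the erythrocyte, yolk sac endoderm, decidua and trophoblast, heart, neural tissue, hedgehog signaling and the sex chromosomes by hand. The qPCR, histology and staining of the paper have no deposited arrays and were left out.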

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

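The tests of failed Y-chromosome spots and the choice of the list of X-linked genes and of the satellite-like regions came after the results they concern had been seen. Directions follow the submitters' labels.

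*Xist* and the Y-chromosome genes, which the paper does not report on, set the E10.5 arrays apart. The log2 ratio of *Xist* at E10.5 was 6.65, and the value on the WT array was below background. Failed spots of the Y-chromosome probes on 1 array would leave *Xist* unchanged, and its rise argues against them. A candidate explanation is that the E10.5 arrays carry RNA of embryos of different sex: 4 X-linked genes that escape inactivation had a median log2 ratio of 0.23 at E10.5, above the spread of 0.13 between spots. This test is weak, since 3 of the genes were higher and 1 was lower, *Eif2s3x*, whose other measured probe was higher, and since the median without scaling between arrays was 0.10. The sex of the embryos is not given in the labels. The signals of *Xist* and of the brightest Y-chromosome probes themselves go with a difference of sex. Under it, genotype and sex could not be told apart at E10.5. X- and Y-chromosome genes were not the main source of the changed probes at E10.5, of which 5.29% lay on these chromosomes, against 3.81% of the tested probes.

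Predicted transcripts from 2 satellite-like regions, on chromosome 9 (4 probes from 3017151 to 3038316 of mm9) and chromosome 2 (2 probes from 98502597 to 98507154), which the paper does not discuss, were higher on the E8.5 array labelled *Dyrk2*-/-. Their 6 probes had a median log2 ratio of 4.42 at E8.5 and of 0.17 at E10.5. Genomic DNA in the labelled RNA could raise them. Probes of olfactory and vomeronasal receptors, which DNA would raise as well, were well above background in 3.03% of cases on that array and in 3.88% on the WT E8.5 array. Satellite DNA is repeated many times more than receptor genes, so that a small amount of DNA and a rise of the transcripts cannot be told apart from these arrays. No biological explanation was tested.

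The list of decidua and trophoblast genes stood out at E8.5 with a median log2 ratio of 0.71, from 4 measured genes of which 2 were higher and 2 lower. *Prl3d1* was at least 6.62-fold and *Prl8a2* 2.72-fold higher on the array labelled *Dyrk2*-/-. The members went both ways, and tissue carried along at dissection was not tested for beyond these genes and those of the yolk sac.

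Of 96 genes named whose brightest probe was well above background on all 4 arrays, 36 had log2 ratios of opposite sign at the 2 stages. Of these, 2 were changed 1.5-fold or more at both stages, *Pax1* and *9330159M07Rik*, with 1 array per genotype and stage, and the difference between the stages was not tested. *Pax1* had a log2 ratio of 0.62 at E8.5 and −0.65 at E10.5, and its other probe was lower at both stages. *9330159M07Rik* had log2 ratios of 0.64 and −1.69. Under the spike-in scaling, the log2 ratio of Pax1 at E8.5 was 0.07 and the log2 ratio of 9330159M07Rik at E8.5 was 0.09, so that the rises at E8.5 rest on the scaling. A change of the genotype effect with the stage stays open and untested.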

How the results depend on the processing

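Each alternative was set before any value was seen, except for the width of the Z-score window. No paired analysis was possible because the arrays were not paired across groups by animal or litter in the labels. Leaving out an array removes a whole group and leaves no residual degree of freedom, so that it gives no test. Unless a reason is given, the cause was not tested.

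The number of changed probes stayed within 1.5 times its value at both stages under quantile normalization (3682 and 2661), the deposited table (3673 and 2653) and no scaling (5531 and 3092), and at E10.5 under the spike-in scaling (2969). At E8.5 and E10.5 it was 782 and 421 under the normexp correction, 10523 and 8138 without a filter, 1124 and 781 with the Z-score in a window, 1346 and 1202 with the Z-score over all probes, and 1354 and 925 at 2-fold. By construction fewer probes enter with well above background required on both arrays (2202 and 1311) and with 1 probe per gene (2430 and 1649). Under the spike-in scaling the count at E8.5 was 14881, where the ratio of all probes shifted by −0.55.

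The share of changed probes that were lower at E8.5 was 57.2% under quantile normalization, 55.6% under normexp, 97.2% under the spike-in scaling, 85.4% without scaling, 57.3% from the deposited table, 58.5% and 57.8% with the Z-score in a window and over all probes, 58.9% at 2-fold and 55.9% with 1 probe per gene. It fell below 50% with both arrays required (45.5%) and without a filter (46.8%). At E10.5 it was between 51.9% and 54.6% under quantile normalization, the deposited table, no filter, the Z-score in a window and 1 probe per gene, 70.6% without scaling and 55.7% with both arrays required. It fell below 50% under normexp (42.0%), the spike-in scaling (28.7%), the Z-score over all probes (48.1%) and at 2-fold (46.5%). No direction of the changed probes as a whole can therefore be given.

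The number of probes changed the same way at both stages was 74 under normexp, 525 without scaling, 139 with both arrays required, 1657 without a filter, 86 and 97 with the Z-score in a window and over all probes, and 71 at 2-fold, and between 230 and 334 under the other alternatives. It was above the number changed in opposite directions except under the spike-in scaling, where 334 probes were changed the same way and 644 in opposite directions (199.9 and 688.6 expected).

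The median of the Fig. 3 genes stayed negative under every alternative. At E8.5 it was −1.35 under the spike-in scaling, −1.06 without scaling and −0.33 with the mean over all probes of a gene, and at E10.5 −0.60 under normexp, −0.99 under the spike-in scaling and −1.29 without scaling. The median of the hemoglobin genes stayed positive. At E8.5 it was 4.27 under normexp, 4.16 under the spike-in scaling, 4.45 without scaling, 4.97 with both arrays required and 4.37 without a filter. At E10.5 it was 0.42 under normexp, 0.78 under the spike-in scaling and 0.48 without scaling. Of the 10 genes at E10.5, 2 were lower without scaling, and 1 was lower under quantile normalization and from the deposited table. The lymphocyte and erythrocyte genes at E10.5 had medians of 0.64 under normexp, 1.17 under the spike-in scaling and 0.88 without scaling. The median of the Fox family was −0.51 at E8.5 and 0.065 at E10.5 under the spike-in scaling, and −0.22 and −0.23 without scaling. That of the homeobox genes was −0.52 and 0.027 under the spike-in scaling, and −0.22 and −0.27 without scaling. These scalings shift every ratio of a stage by 1 value, which is the cause of the change.

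The correlation with the stage axis at E10.5 was −0.0463 (Pearson) without a filter and between −0.25 and −0.19 otherwise, and at E8.5 it stayed between 0.12 and 0.20. The spike-in scaling, no scaling and the filter on both arrays cannot move it, since it is taken over probes above background on all 4 arrays and a shift leaves it unchanged.

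The number of probes limma called was 29 under quantile normalization, 25 under normexp, 37 under the spike-in scaling, 729 without scaling (114 higher and 615 lower), 40 from the deposited table, 10 with all 4 arrays required, 564 without a filter and 0 without the intensity trend (1635 at an unadjusted p under 0.05). The test rests on 1 residual degree of freedom, and its count is not stable.

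Of 252 values of single genes, 117 were 1.5-fold or more, and 3 of these changed direction, each with the mean over all probes of the gene: the log2 ratio of Eif2s3x at E10.5 became 0.061, the log2 ratio of Notch1 at E8.5 became 0.0086 and the log2 ratio of T at E10.5 became 0.34. For *Notch1* and *Eif2s3x* a second probe above background moved the other way, and for *T* a second probe below background on both arrays did. The mean over all probes behind the list medians was taken differently and did not include that probe of *T*. In it, all 10 genes of Fig. 3c given for E10.5 were lower, with log2 ratios from −1.49 to −0.53. Of the values under 1.5-fold, 65 changed direction under at least 1 alternative, the largest of them a log2 ratio of 0.55 in size. Counted over all sizes, the direction changed for 36 values under the spike-in scaling, 27 without scaling, 24 with the mean over all probes, 8 under quantile normalization, 8 from the deposited table and 7 under normexp. With the mean over all probes, 80 further values moved by more than the spread between spots, as did 98 under normexp, 7 under quantile normalization, 4 from the deposited table, and all 252 under the spike-in scaling and without scaling.

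Signal over background limits the size of many changes: 563 changed probes at E8.5 and 659 at E10.5 were well above background only on the array labelled *Dyrk2*-/-, and 1021 and 658 only on the WT array.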

Differences from the paper's values

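The paper's count of probes changed 1.5-fold or more at E8.5 is 963, and the count here was 3786. Of the alternatives set before the data were examined, normexp (782), the Z-score in a window (1124), the Z-score over all probes (1346) and a 2-fold threshold (1354) gave counts within 1.5 times the paper's, and the other 7 did not. The window's width was chosen after the files had been seen. At E10.5 the paper's count is 733 and the count here was 2628. The Z-score in a window (781) and the 2-fold threshold (925) came within 1.5 times of it, and the other 9 alternatives, normexp (421) and the Z-score over all probes (1202) among them, did not.

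The ratios below are those of *Dyrk2*-/- over WT. The paper's are means of qPCR, for which it does not state whether the embryos were those of the arrays, with n = 3 in Fig. 3c and Supplementary Fig. 8 and n = 4 in Fig. 3d and errors given as SD, and those here come from 1 array per group. Each was also taken under 6 alternatives: quantile normalization, normexp, the spike-in scaling, no scaling, the deposited table and the mean over all probes of the gene. In Fig. 3c the paper's ratio of *Foxl1* is 0.711 and the ratio here was 0.433, within 1.5 times the paper's under normexp (0.663) and the spike-in scaling (0.485) and not under the other 4. The paper's ratio of *Nkx2-1* is 0.271 and the ratio here was 0.439, within 1.5 times without scaling (0.401) and not under the other 5. The paper's ratio of *T* is 0.581 and the ratio here was 0.356, within 1.5 times under normexp (0.658) and the spike-in scaling (0.398) and not under the other 4. In Fig. 3d the paper's ratio of *Foxf1* at E10.5 is 0.684 and the ratio here was 1.096, within 1.5 times without scaling (1.00) and not under the other 5.

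For Supplementary Fig. 8 the paper's ratios were read by eye. In panel a the paper's ratio of *Hba-a1* is about 1.3 (Supplementary Fig. 8a, read by eye) and the ratio here was 30.7, that of *Csf2rb* about 1.5 and here at least 23.5, that of *Hbb-y* about 2.0 and here 63.8, and that of *Hba-x* about 2.9 and here 33.7, and no alternative came within 1.5 times for these 4 genes. The paper's ratio of *Syt10* is about 0.44 and here it was 0.0748, within 1.5 times with the mean over all probes (0.402) and not under the other 5. That mean includes a probe below background on every array. The paper's ratio of *Vcam1* is about 0.35 and here it was 0.688, within 1.5 times under the spike-in scaling (0.471) and with the mean over all probes (0.269, in which the other probe was below background on the array labelled *Dyrk2*-/-) and not under the other 4.

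In panel b (Supplementary Fig. 8b, read by eye) the paper's ratio of *Galnt15* is about 1.3 and here it was at least 2.01, with a bound within 1.5 times under normexp (at least 1.22) and without scaling (at least 1.84) and not under the other 4. The paper's ratio of *Duoxa1* is about 0.84 and here it was at most 0.173, and that of *Vmn1r124* is about 0.81 and here at most 0.201, with no alternative within 1.5 times for either. The paper's ratio of *Npy2r* is about 0.44 and here at most 0.179, that of *Hoxb13* about 0.40 and here at most 0.0957, and that of *Ccr2* about 0.58 and here at most 0.241. Under normexp the bounds of these 3 were within 1.5 times (at most 0.467, 0.333 and 0.567), and under the other 5 they were not. A bound near the paper's ratio does not show that the ratios agree. The paper's ratio of *Cacna2d2* is about 0.60 and here it was 0.972, within 1.5 times without scaling (0.887) and with the mean over all probes (0.469, in which the other probes were below background on 1 or both of the arrays) and not under the other 4. In panel c (Supplementary Fig. 8c, read by eye) the paper's ratio of *Gata1* is about 1.2 and here it was 2.35, and that of *Gfi1b* is about 1.2 and here 2.09, and no alternative came within 1.5 times for them.

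In direction, 4 of 6 genes of Fig. 3d, 9 of 9 of Supplementary Fig. 8a and 8b each and 6 of 6 of Supplementary Fig. 8c moved the same way on the arrays as in the paper's qPCR. Under the spike-in scaling these were 3 of 6, 8 of 9, 8 of 9 and 6 of 6, without scaling 4 of 6, 8 of 9, 8 of 9 and 6 of 6, and under normexp 3 of 6 for Fig. 3d. *Rspo4* was not compared, since its brightest probe was below background. The paper shows *Foxf1* and *Fgf10* as lower at E10.5, and their log2 ratios on the arrays were 0.13 and 0.18. Of the 4 genes of Fig. 3d that moved the same way, *Fgfr2* (−0.07) and *Tbx4* (0.02) had log2 ratios within the spread of 0.13 between spots. The paper's primers are named for *Fgfr2b*, and the array probe is annotated as *Fgfr2*, so that the 2 assays need not measure the same transcript.

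The paper's numbers of homeobox genes are 28 at E8.5 and 27 at E10.5, and the numbers here were 34 and 26. They were more than 1.5 times away at both stages under normexp (13 and 6), with the Z-score in a window (15 and 14) or over all probes (12 and 11) and at 2-fold (12 and 9), and at E8.5 under the spike-in scaling (74) and without a filter (54). The paper's numbers of oxygen transport genes are 8 and 6, and those of hemoglobin genes here were 8 and 5. They were more than 1.5 times away at E8.5 with both arrays required (5), and at E10.5 without scaling (3), with the Z-score over all probes (2) and at 2-fold (2).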

Other observations

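The tests of yolk sac endoderm, maternal blood, the scaling, exchanged labels, a remaining transcript and an earlier stage for genes that fall with the stage and for *Foxl1* were chosen only after the results they concern had been seen. Directions follow the submitters' labels.

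The erythrocyte genes rose on the E8.5 array labelled *Dyrk2*-/-, with a median log2 ratio of 3.09 (2.42 with bounds) at E8.5 and 1.25 at E10.5. The scaling does not account for the rise of this median. At E8.5 it was 2.54 under the spike-in scaling (5 genes higher and 3 lower) and 2.83 without scaling (6 higher and 2 lower). It was 1.05 under normexp and 2.21 with both arrays required, so that its size depends on the processing. The lowest median of the hemoglobin genes over the scalings was 4.16. Maternal blood as the only source is argued against by the embryonic globins *Hba-x*, *Hbb-y* and *Hbb-bh1*, with a median of 5.08. Yolk sac endoderm carried along with the embryo is argued against by its marker genes, whose median was −0.63, with 10 of 10 lower at E8.5, and −0.30 at E10.5. E10.5 RNA mixed into the E8.5 sample would have brought the other genes bright at E10.5 alone to −2.31 below their E10.5 level, as for the hemoglobin genes, and 22 such genes lay at −6.42. A more advanced stage of the whole embryo stays open: outside the blood genes the log2 ratio had a Spearman correlation of 0.138 with the stage axis over 18792 genes, between the values set for and against it. Blood from other parts of the yolk sac or a difference in stage between single embryos may also contribute, and neither was tested.

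At E10.5 the log2 ratio outside the blood genes had a Spearman correlation of −0.257 with the stage axis, which is in line with an earlier stage of the array labelled *Dyrk2*-/- and equally with a delay caused by the genotype. An earlier stage alone would raise genes that fall from E8.5 to E10.5. Of the 10 genes of Fig. 3c given for E10.5, *Cdx2* and *T* fall on the WT arrays, and their median at E10.5 was −1.10. An earlier stage alone is argued against for these 2 genes, with 1 array per group. The other 8 rise with the stage on the WT arrays, and an earlier stage could lower them to no less than their E8.5 level if they rise steadily. *Foxl1* lay below that level on the E10.5 array labelled *Dyrk2*-/- (log2 difference −1.02, and −0.56 under normexp), which argues against an earlier stage as the whole cause of its fall. *Foxf2* lay below it as well, by less than 1.5-fold (−0.27), which with 1 array per group leaves an earlier stage open, as for the remaining genes. The E10.5 arrays also differed in the signals of *Xist* and the Y chromosome, so that a difference of sex stays open as a cause of these falls.

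*Dyrk2* transcript was not lower on the arrays labelled *Dyrk2*-/- at its brightest probe, while its other probe was lower at E8.5 under the spike-in scaling (log2 ratio −0.52) and without scaling (−0.23). Labels exchanged between the arrays alone would set the directions on them against those of the paper's qPCR. Of the genes of Fig. 3c and Supplementary Fig. 8, 38 of 38 moved the same way in both with the 75th percentile scaling, rises and falls among them, which argues against such an exchange, although the paper chose the genes it shows. In each of Supplementary Fig. 8a and 8b, 8 of 9 did under the spike-in scaling and without scaling, and with the mean over all probes of a gene 12 of 14 in Fig. 3c. Of the 6 genes of Fig. 3d, 4 did. These counts took any sign. The log2 ratios of *Hemgn* (0.12), *Cstad* (0.10), *Cacna2d2* (−0.04), *Fgfr2* (−0.07) and *Tbx4* (0.02) were within the spread of 0.13 between spots. In the qPCR, read by eye, the ratios of *Hba-a1* (about 1.3, SD about 1.1) and *Smok2b* (about 2.8, SD about 2.4), among others, lay within 1 SD of 1. The directions of such genes decide little about an exchange. The paper does not state whether the qPCR used other embryos than the arrays. An exchange of embryos or RNA before both assays could give the log2 ratio of *Dyrk2* of 0.65 at E10.5 and stays open. A transcript that remains from an allele with a small deletion could give the log2 ratio of 0.70 at E8.5, and it cannot be told apart from a wrong label or an intact allele, since no array value reads the deletion.

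Of the changed probes, 691 at E8.5 and 772 at E10.5 were well above background on 1 array of 4. Signals of single probes were tested for through the other probes of the same gene, of which 11.04% changed the same way, against 14.91% for probes above background on both arrays. The test was planned to count for such signals only where the first share was well under the second (their ratio at 0.5 or less), which was not reached, and it decides nothing. A stain or scratch may account for a part: 336 of 2048 such spots had another among the 8 neighbouring positions where 144.6 were expected, 2.32 times as many. These were 16.4% of the spots, and the others had none.

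Genes of Fig. 3d, measured by the paper with qPCR, had log2 ratios at E10.5 of 0.13 for *Foxf1*, −0.39 for *Shh*, 0.18 for *Fgf10*, −0.07 for *Fgfr2*, 0.02 for *Tbx4* and −0.26 for *Tbx5*. Of the hedgehog genes, *Hhip* was 1.86-fold lower at E8.5 and 1.61-fold lower at E10.5, and the list had medians of −0.34 and −0.40. The genes of Fig. 5j had medians of −0.02 and −0.16. The paper measured them in lungs of older embryos, where *Wif1* rose and αSMA, *Myocd* and *Hoxb7* fell, so that their median has no single direction to compare. On these whole-embryo arrays the log2 ratios at E8.5 and E10.5 were 0.17 and 0.01 for *Acta2* (αSMA), −0.19 and 0.55 for *Myocd*, 0.16 and −0.33 for *Hoxb7* and −0.55 and −0.56 for *Wif1*. The medians of the neural genes were −0.08 and −0.45 and those of the heart genes 0.13 and −0.06. Those of the heart genes changed sign with the scaling at both stages, and those of the hedgehog and neural genes did not.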
